# Anatomical Transcriptome Atlas of the Male Mouse Reproductive System During Aging

**DOI:** 10.3389/fcell.2021.782824

**Published:** 2022-02-08

**Authors:** Yanping Huang, Xiangping Li, Xiangzhou Sun, Jiahui Yao, Fengxin Gao, Zhenqing Wang, Jiaying Hu, Zhu Wang, Bin Ouyang, Xiangan Tu, Xuenong Zou, Wei Liu, Mujun Lu, Chunhua Deng, Qiyun Yang, Yun Xie

**Keywords:** male reproductive system, reproductive aging, transcriptome, testis, epididymis, PLA2G2D

## Abstract

The elderly males undergo degenerative fertility and testicular endocrine function that jeopardize the reproductive health and well-being. However, the mechanisms underlying reproductive aging are unclear. Here, we tried to address this by investigating the phenotypes and transcriptomes of seven regions of the male mouse reproductive tract: the testis, efferent ductules, initial segment, caput, corpus and cauda epididymidis, and vas deferens, in adult (3 months) and aged (21 months) mice. Quantitative PCR, immunohistochemistry, immunofluorescent staining, and enzyme-linked immunosorbent assay were performed for the analysis of gene expression in mice, human tissues, and semen samples. Aged male mice showed both systematic and reproductive changes, and remarkable histological changes were detected in the testis and proximal epididymis. Transcriptomes of the male reproductive tract were mapped, and a series of region-specific genes were identified and validated in mouse and/or human tissues, including Protamine 1 (*Prm2*), ADAM metallopeptidase domain 28 (*Adam28*), Ribonuclease A family member 13 (*Rnase13*), WAP four-disulfide core domain 13 (*Wfdc13*), and *Wfdc9*. Meanwhile, age-related transcriptome changes of different regions of the male reproductive tract were characterized. Notably, increased immune response was functionally related to the male reproductive aging, especially the T cell activation. An immune response-associated factor, phospholipase A2 group IID (*Pla2g2d*), was identified as a potential biomarker for reproductive aging in mice. And the PLA2G2D level in human seminal plasma surged at approximately 35 years of age. Furthermore, we highlighted Protein tyrosine phosphatase receptor type C (*Ptprc*), Lymphocyte protein tyrosine kinase (*Lck*), Microtubule associated protein tau (*Mapt*), and Interferon induced protein with tetratricopeptide repeats 3 (*Ifit3*) as critical molecules in the aging of initial segment, caput, caput, and cauda epididymidis, respectively. This study provides an RNA-seq resource for the male reproductive system during aging in mice, and is expected to improve our understanding of male reproductive aging and infertility.

## Introduction

Aging is a progressive process involving gradual declines in the functions of multiple organs and cells. A delay in the age of paternity due to social factors has resulted in aging-related fertility concerns (Sharma et al., 2015). In elderly men, fertility and testicular endocrine function decline. Advanced age is negatively correlated with sperm concentration, motility, normal morphological changes, serum testosterone concentration, and reproductive outcomes (Sharma et al., 2015; Gunes et al., 2016). The sperm of elderly men are more likely to bear genetic and epigenetic defects, leading to an elevated risk of pregnancy loss and birth defects in offspring (Yoon et al., 2009; Kong et al., 2012; Paoli et al., 2019; Potabattula et al., 2020). Moreover, due to steroidogenic dysfunction in the testis (or late-onset hypogonadism), there is also an increased incidence of a variety of diseases in elderly men, including type 2 diabetes, osteoporosis, and Alzheimer’s disease (Henderson and Hogervorst, 2004; Basaria, 2014). However, the exact mechanisms underlying male reproductive aging remain largely unclear.

The testis, efferent ductules, epididymidis, and vas deferens (also known as the ductus deferens) constitute the major parts of the male reproductive tract and are responsible for testosterone production, spermatogenesis, and sperm maturation, storage, and discharge (Nixon et al., 2020). Following spermatogenesis in the testis, the efferent ductules transport immotile sperm from the rete testis to the proximal epididymidis by generating luminal turbulence with the whip-like beating of motile cilia (Yuan et al., 2019). Subsequently, sperm are capable of forward motility and fertilization when passing through the epididymis; they are stored mainly in the cauda epididymidis and discharged through the vas deferens. In rodents, the epididymis can be anatomically divided into 10 and 19 segments in mouse and rat, respectively (Turner et al., 2003; Johnston et al., 2005; Jelinsky et al., 2007; Nakata and Iseki, 2019), with distinct morphologies, distributions of cell types, and gene expression profiles (Sipilä and Björkgren, 2016; Rinaldi et al., 2020). Therefore, a comprehensive understanding of the transcriptome profile of the male reproductive tract is crucial. Even so, few of RNA-seq data has been published to systematically map the male reproductive system during aging, including region-specific genes and age-related genes. With advances in the single-cell RNA sequencing (scRNA-seq) technique, it is currently possible to reveal the transcriptome changes at a single-cell resolution within highly heterogeneous tissues such as female gonad (ovary) (Wang et al., 2020). Alternatively, considering the complex anatomical structure of male reproductive tract, the high cost, and a bulk of data output of scRNA-seq, it is still necessary to capture a baseline data of transcriptomics.

To investigate the age-related changes in the male reproductive tract, we systematically studied the phenotypic, histological, and transcriptomic characteristics in a murine model of natural aging: the testis, efferent ductules, initial segment, caput, corpus, and cauda epididymidis, and vas deferens. We identified the transcriptome changes of male reproductive tract in a region-dependent manner. The analyses gave the first general landscape of the male reproductive aging which may help us narrow down the anatomical regions of interest for further study. Moreover, we explored the clinical and translational significance of these data sets within humans, and screened potential region-specific or age-related biomarkers in human seminal plasma.

## Materials and Methods

### Animals and Biological Samples

A total of 30 C57BL/6 male mice were purchased from the experimental animal center of Sun Yat-sen University (Guangzhou, China) and Xiamen University (Xiamen, China), and maintained in specific pathogen-free (SPF) environment (12:12 h light/dark cycle) with free access to food and water. Human semen samples were collected from 145 consecutive male outpatients (aged 30–50 years) for fertility examination with normal semen parameters that meet the standard of the fifth edition of the World Health Organization manual of semen analysis (Cooper, 2010). All patients were abstinent for 2–7 days before examination. The semen samples were obtained by masturbation and allowed to liquefy at 37°C for 20 min. Seminal plasma was obtained after centrifugation (3,000 × *g*, 15 min). Human testis tissues for immunofluorescent staining analysis were collected from 3 obstructive azoospermia patients by diagnostic testicular biopsy.

### Muscle Strength and Bone Mineral Density Measurement

Before euthanasia, the muscle strength of limbs was assessed by a wire screen holding test described previously (Carlson et al., 2010). The muscle strength was evaluated by the physical impulse (Fdt) (N·s) = body mass (g) × 0.00980665 N/g × holding time(s). After euthanasia with an intraperitoneal injection of excess pentobarbital sodium, the femurs and tibias were harvest. And the Bone mineral density was measured using a Siemens Inveon Micro-CT scanner (Siemens Medical Solutions United States Inc, Malvern, PA, United States).

### Sperm Count and Motility Measurement

The cauda epididymidis (2 mm in length) was minced in 1 ml Biggers, Whitten, and Whittingham medium (BWW) containing 0.5 ml 4% bovine serum albumin (BSA) prewarmed to 37°C, then cut into small pieces and incubated for 10 min at 37°C to release the sperm. Sperm concentration and motility were measured with a computer aided sperm analysis (CASA) system (Hamilton Thorne, Beverly, MA, United States). The average of 5 visual fields was calculated.

### Testosterone Concentration Assay

Blood samples were collected from mice after euthanasia. Serum was obtained after centrifugation (3,000 × g, 15 min, 4°C), and stored at −70°C until assayed. The testosterone concentrations were measured by electrochemiluminescence immunoassay using Elecsys Testosterone II (05200067190, Roche, Basel, Switzerland) according to the manufacturer’s instructions.

### RNA-Seq Analysis

Four mice each of 3 months old and 21 months old were used for RNA sequencing analysis. A pair of bilateral testes, efferent ductules, epididymides and vas deferens of the same mouse was dissected into a 10-cm plate containing 10 ml Phosphate Buffered Saline (PBS). After the removal of any fat and excessive connective tissue, seven regions of the male reproductive tract: testis, efferent ductules, initial segment, caput epididymidis, corpus epididymidis, cauda epididymidis, and vas deferens, were isolated under a dissection microscope as previously described (Nakata and Iseki, 2019). Total RNA was extracted using a RNeasy mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. The library was prepared using Illumina TruSeq Stranded Total RNA Library Prep Kit (Illumina Inc., San Diego, CA, United States), and paired-end 150 bp RNA-seq was performed on Illumina NovaSeq (6,000 (Illumina Inc.). Reads were aligned with Hisat2 to the mouse genome (Ensemble Mouse GRCm38). Differential gene expression was assessed using DEseq2 R package. High-throughput sequencing of exosomal mRNA in seminal plasma was conducted according to the method reported in our previous study (Xie et al., 2020).

### Quantitative PCR

Total RNA was extracted from tissues or semen plasma using a RNAiso Plus (9,109, Takara, Japan) according to the manufacturer’s protocol. Total RNA (2 µg) was used as a template to synthesize cDNA with PrimeScrip RT Master Mix Kit (RR036A; Takara, Japan) at 37°C for 15 min and 85°C for 5 s. The qPCR was performed using the TB Green Premix Ex Taq II (RR820A, Takara, Japan) according to the manufacturer’s instructions. The qPCR program using the LightCycler 480 II real-time PCR machine (Roche, Basel, Switzerland) was then carried out as follows: initial denaturation at 95°C for 30 s and 80 cycles of 95°C for 5 s and 60°C for 20 s; with a final step melting curve of 95°C for 5 s; 60°C for 1 min and 95°C for 5 s. All the primers used are listed in Supplementary Table S1 (Sangon Biotech, Shanghai, China).

### Histological Analyses

The mouse testis, efferent ductules, initial segment, caput, corpus and cauda epididymidis, and vas deferens were fixed in 4% paraformaldehyde. After steps of dehydration, paraffin-embedding, slices at 5-μm thickness were used for hematoxylin and eosin (H&E) staining. β-galactosidase staining in frozen mouse testis and epididymis tissues was performed using a senescence β-galactosidase staining kit (G1073-100T, Servicebio, Wuhan, China) according to the manufacturer’s instructions.

Paraffin slides of the mouse testis, epididymidis, and human testis tissues were deparaffinized in xylene and then rehydrated in graded alcohol solutions. The endogenous peroxidase activity was inhibited by incubating in 3% H_2_O_2_, and the antigenicity was recovered with 1 × Tris-EDTA buffer (pH 9.0, G1203, Servicebio, Wuhan, China). The samples were permeabilized with 0.3% Triton-X100 for 10 min, then incubated with 5% Bovine Serum Albumin for 30 min. For immunohistochemistry staining in mouse testis, the primary antibody included anti-Pla2g2d (1:100, PA5-93147, Invitrogen, United States) was used. PBS buffer was used as negative control. After washed with PBS then incubated with HRP Conjugated Goat Anti-Rabbit IgG (1:100, CW0103, CWBIO, Beijing, China) at room temperature for 30 min, the sections were counterstained with Hematoxylin Staining Solution (ZLI-9610, ZSGB-BIO, Beijing, China). For immunofluorescent staining in mouse epididymis and human testis, the primary antibody included anti-Pla2g2d (1:100, PA5-93147, Invitrogen, United States) and anti-PRM2 (1:100, 14500-1-AP, Proteintech Group, Inc, China) were used. After washed with PBS then incubated with CY3 Conjugated AffiniPure Goat Anti-rabbit IgG (1:100, BA1032, Boster Biological Technology co.ltd, Wuhan, China) at room temperature for 30 min, the sections were counterstained with DAPI (10 μg/ml, C1002, Beyotime Biotechnology, Shanghai, China). Immunofluorescent staining in human sperm was conducted according to previous study (Liu et al., 2015). Images were captured with a Leica inverted fluorescence microscope (Leica, Wetzlar, Germany) or an Olympus inverted microscope (Olympus, Tokyo, Japan).

### Enzyme-Linked Immunosorbent Assay

Human seminal plasma was obtained after centrifugation (3,000 × g, 15 min, 4°C). The supernatant was centrifuged at 12 000 × g for 30 min at 4°C to remove cellular debris. The PLA2G2D levels of 40 samples from different ages (30–50 years) were determined using an ELISA kit according to the manufacturer’s instructions (LS-F4416, LifeSpan BioSciences Inc., Seattle, WA, United States).

### Bioinformatics Analysis

Gene Ontology (GO) enrichment analysis was performed using the Gene Ontology resource database (http://geneontology.org/) and visualized using R language packages. The GO terms with a FDR-adjusted P-value less than 0.01 were thought significant enriched. The PPI network was constructed using STRING database (https://www.string-db.org/) and visualized by Cytoscape software (https://cytoscape.org/). Upset plot and GO Correlation Network plot were performed using the OmicStudio tools at http://www.omicstudio.cn/.

### Statistical Analysis

SPSS 26.0 statistical software (IBM Corp., NY, United States) was used for statistical analysis. All data were presented as the mean ± standard deviation (SD) obtained from at least four independent experiments. Comparisons between groups were performed using Student’s t-test, and *p* < 0.05 was considered statistically significant.

## Results

### Old Male Mice Demonstrate Systemic and Reproductive Aging

To determine whether 21-month-old male mice are a suitable model for the natural reproductive aging, we comprehensively studied phenotypes associated with reproductive aging as well as systemic aging. The 21-month-old male mice exhibited physical features of increased body weight and loss of hair and luster (Figure 1A). Both testis and epididymis indices (organ weights relative to the mouse body weight) were significantly decreased (*p* < 0.05) (Figures 1B,C). However, no evident morphological differences were detected between the young and elderly mice, except for a decrease in plumpness with age (Figure 1B). Noticeably, the initial segment had the richest blood supply across the epididymis at both ages (Figure Figure1B). Furthermore, the limb muscle strength, a simple indicator of systemic aging and the bone mineral density of the femur decreased significantly with age (*p* < 0.05) (Figures 1D,E). The serum testosterone concentration, epididymal sperm concentration, and motility decreased remarkably in the elderly group (*p* < 0.05) (Figures 1F–H). Collectively, the 21-month-old male mice showed characteristics of both systemic and reproductive aging.

**FIGURE 1:**
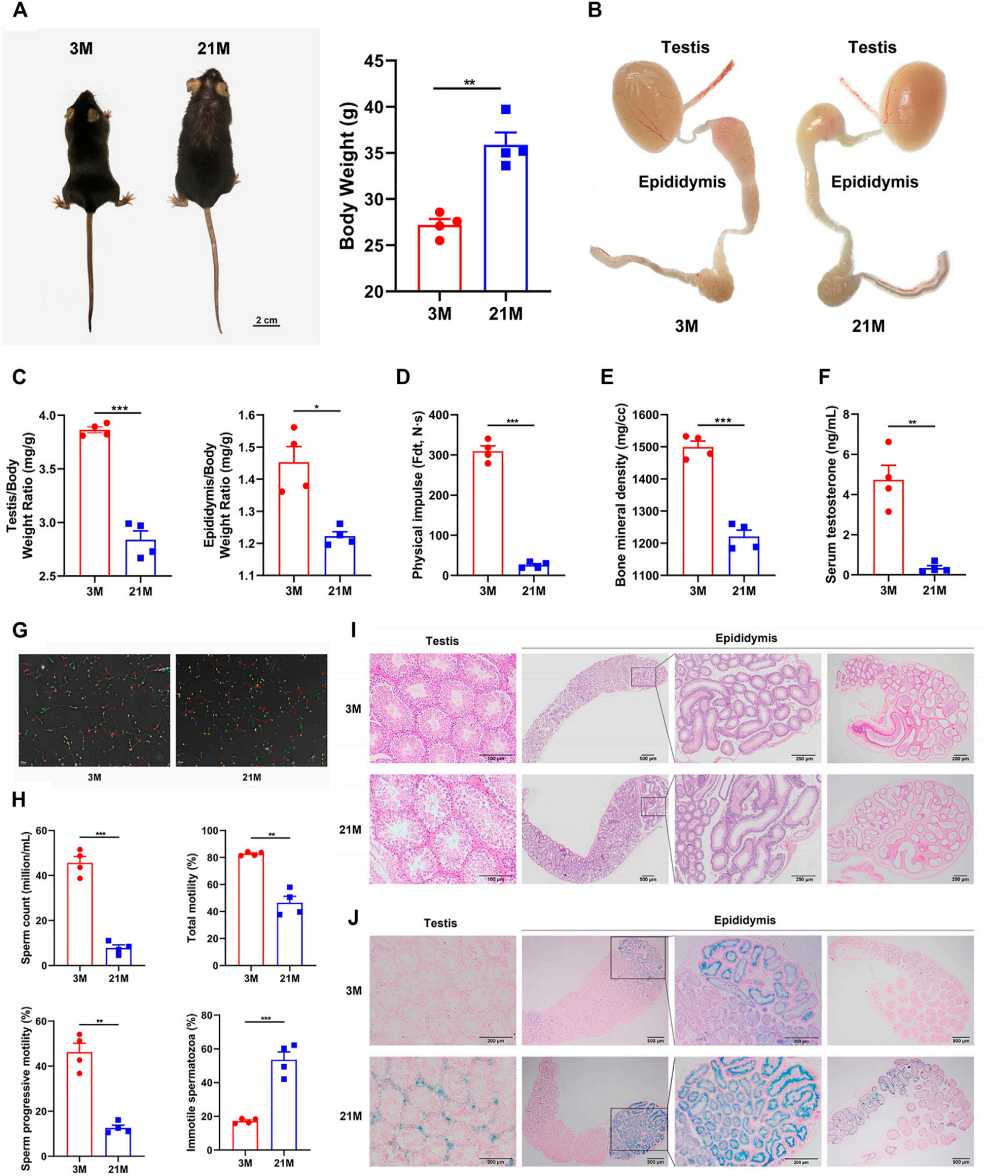
Phenotypic and histological analyses of reproductive and systemic aging in male mice. **(A)** Physical appearance and body weight of mice of 3-months and 21-month. **(B)** Male reproductive organs in mice of different ages. **(C)** Organ indices of the testis and epididymis at different ages. **(D)** Muscle strength of limbs calculated by physical impulse, **(E)** bone mineral density of the femur, **(F)** serum testosterone concentration, and **(G–H)** epididymal sperm concentration and motility between young and old mice. **(I)** Representative hematoxylin and eosin staining of testis and epididymis. **(J)** Representative β-Galactosidase staining of the testis and epididymis. Strong positive staining was detected in the testicular interstitium (lower left panels), the initial segment of epididymis, and a small area of the caput epididymidis connected to the initial segment (lower right panels) in aged mice. Weak positive staining was detected in the epithelium of the corpus epididymidis (lower right panels) and was barely observed in the cauda epididymidis (lower right panels, the far-right picture). All experiments were performed in at least 4 independent replicates. *p < 0.05, **p < 0.01, ***p < 0.001; 3 M: 3-months; 21 M: 21-months.

### Dramatic Histological Changes in the Testis and Proximal Epididymis with Age

Previous analyses paid little attention to the histological characteristics of male reproductive tract aging, and it is unclear which region responsible for reproductive function arises age-related changes. To investigate the biological basis for the reproductive aging in mice, we further performed histological analyses on the testis and epididymis by Hematoxylin and eosin (HE) staining and β-Galactosidase (β-Gal) staining. The testes of elderly mice had dilated and empty lumens of the seminiferous tubules, as well as disordered and thinner seminiferous epithelium (Figure 1I, left panel). In the epididymis, dilatation of the lumen was also observed with age. Notably, the arrangement of ducts in the initial segment and caput epididymidis was compact in the young group; in contrast, it was much looser in the elderly group (Figure 1I, right panel). Moreover, β-galactosidase (β-Gal) in the testis and epididymis showed strong positive staining in the testicular interstitium, the initial segment of the epididymis, and a small area of caput epididymidis connected to the initial segment in aged mice (Figure 1J). In addition, we also detected non-specific histological changes in the efferent ductules and vas deferens, which showed an increased duct diameter, thickening duct wall with age (Supplementary Figure S1).

### Region-specific Transcriptome Landscape of the Male Reproductive Tract

We performed transcriptome profiling of seven well-defined anatomical regions across the male reproductive tract of 3-month-old adult mice (Figure 2). 

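The comparison of regions rests on 28 RNA-seq libraries from 3-month-old mice, with 4 libraries from each of the 7 regions between the testis and the vas deferens. Total RNA was made into stranded libraries and sequenced as paired-end reads, and the reads were aligned to the mouse genome build GRCm38 with Hisat2. The values analysed are the numbers of reads that the authors counted on each Ensembl gene, deposited as whole numbers without normalization. HTSeq is known as the counting program only from the name of the deposited table, and the paper's text does not name its options or the annotation release. Gene symbols and positions were taken from GENCODE release M21 on GRCm38, which gave a symbol to 53274 genes. Between 13109573 and 19523867 reads per library were counted on genes, with a median of 16250453, and between 24560 and 32149 genes had a count above 0. Gm42418 took 49.7% of the counts of the second caput library (95% Wilson interval 49.7 to 49.8%, which covers counting error only), against 6.54 to 9.49% in the other 3 caput libraries. Counts were scaled by edgeR's TMM method and are given per library size, in the unit that edgeR calls CPM, as the mean ± SD of 4 libraries. Each region was compared with the other 6 by edgeR's quasi-likelihood F-test. A gene was called region-specific at an unadjusted p under 0.05 and a mean CPM at least 4 times the mean of the other 6 regions combined. The paper's text does not say whether the other regions were combined or taken one by one, nor whether p was adjusted. The methods name an RNeasy mini kit for the RNA and the sample descriptions name TRIzol.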

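In the 3-month-old mice, 34475 genes had a total of at least 10 counts and were tested (n = 4 libraries per region). The testis had 9914 genes past both thresholds on p and fold change, the efferent ductules 1971, the initial segment 856, the caput 1071, the corpus 931, the cauda 810 and the vas deferens 1001. These 16554 calls fell on 16256 genes, of which 298 were called in more than 1 region. With a Benjamini-Hochberg adjusted p in place of the unadjusted p, 16522 of the calls were left. The total was highest, at 23947, with the fold change taken on the log scale, and lowest, at 9695, with the comparison with each of the other 6 regions in turn. Across the 4 fits that each left out the libraries of one replicate number, the total ranged from 15707 to 16051. Among 100 groupings of the 28 libraries into 7 sets of 4, the real one included, none of the others gave more than 13346 genes, against 16551 for the real one under a simpler fit with a common dispersion.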

Genes with fold change larger than or equal to 4 relative to the expression levels in the other 6 regions and *p* < 0.05 were defined as region-specific genes. 

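Principal components were computed from log2(CPM + 1) of the 34475 genes in the 28 libraries of the 3-month-old mice. The first component held 56.7% of the variance and the second 13.5%. On the first component the 4 testis libraries lay between -299.7 and -293, and the other 24 libraries between 5.21 and 66.97. The value of 5.21 belongs to the third efferent ductule library, while the other 3 efferent ductule libraries lay between 30.8 and 34.3. On the second component the efferent ductules lay between -109 and -106, the initial segment between -60.5 and -47.3, and the corpus and cauda epididymidis between 53.6 and 78.5. Library size alone as the scaling moved both shares most among the settings that used these genes, to 54.3 and 15.2%. Without the libraries of replicate 3, the shares were 56.4 and 14.0%.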

A principal component analysis (PCA) of the RNA-seq data is showed in Figure 2A and Supplementary Table S2. Interestingly, the unsupervised hierarchical classification, based on region-specific genes, showed a relative affinity between the transcriptome profiles of the initial segment and the caput, corpus, and cauda, and between the vas deferens and epididymal regions. 

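Average linkage on 1 - Pearson's r between the 7 regional means of log2(CPM + 1), over all 34475 genes tested, joined the corpus and cauda epididymidis first, at a height of 0.0273. The initial segment and the caput joined next, at 0.0360, and the vas deferens then joined the corpus and cauda at 0.0607. Both groups merged at 0.0735. Across genes, r was 0.953 between the cauda and the vas deferens. It averaged 0.928 between the vas deferens and the 4 epididymal regions, and 0.944 among the 4 epididymal regions. Genes are not independent replicates, so no p-value is given for these correlations. Each library was also correlated with the regional means, itself left out of its own mean, and its own region was the closest in 28 of 28 cases.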

The transcriptome features of the efferent ductules were more similar to those of other post-testicular tube-like structures than to those of the testis (Figure 2B; Supplementary Table S3). These results were consistent with the anatomical distribution of the seven regions across the male reproductive tract. 

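Across genes, the mean correlation between the efferent ductules and the testis was 0.688 (SD 0.0209 over the 4 efferent ductule libraries). Between the efferent ductules and the 5 regions that follow them it averaged 0.906 (SD 0.000994), with a range of 0.896 to 0.913 over the 5 regions. The difference was larger than the spread between libraries, and the testis was the least similar region in 4 of 4 efferent ductule libraries. In the clustering of regional means, the efferent ductules joined the epididymis and vas deferens at 0.0943, and the testis joined last, at 0.325. The region-specific genes alone moved these values most, to 0.512 with the testis and 0.743 with the later regions. Without replicate 3, the correlation with the testis was 0.667 and its SD 0.00314. For comparison, r was 0.907 between the efferent ductules and the vas deferens and 0.650 between the testis and the vas deferens. The paper proposes the separate embryonic origins of the testis and the ducts as an explanation for this pattern.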

The embryonic origin of the male reproductive tract may explain this coincidence, since the tubular structures of male reproductive duct such as the vas deferens and epididymis are well-known to be derived from the mesonephric duct (also known as Wolffian duct), whereas the testis derived from the primordial genital ridge(Barsoum and Yao, 2006).

**FIGURE 2:**
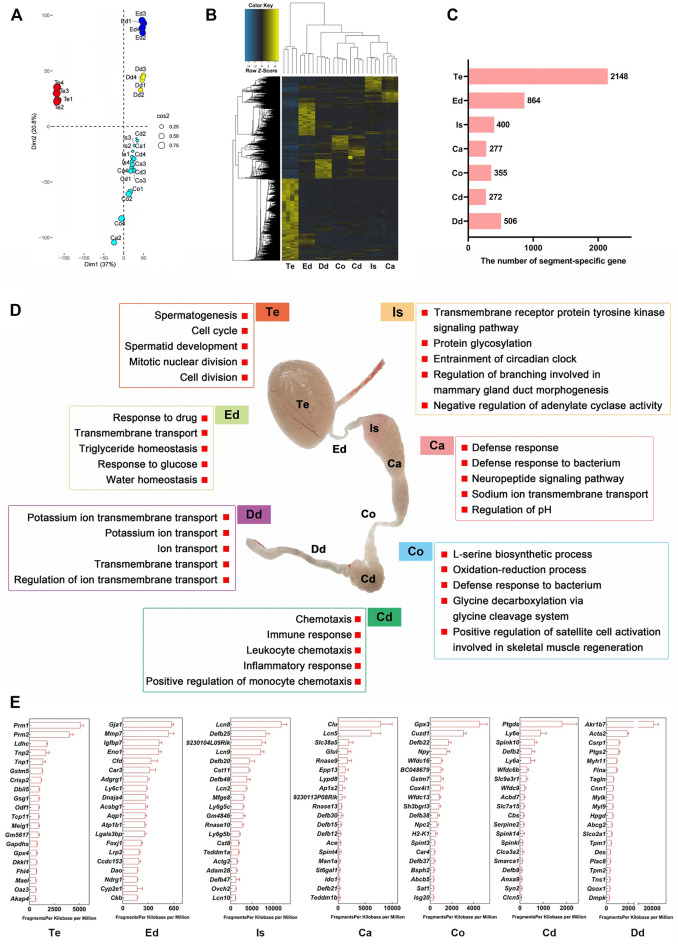
Transcriptome landscape of the male reproductive tract in adult mice. **(A)** Principal component analysis (PCA) of RNA-seq data for seven regions from 3-month-old mice (*n* = 4). **(B)** Heatmap of region-specific genes. Genes with fold change ≥4 relative to levels in the other 6 regions and *p* < 0.05 are defined as region-specific genes. **(C)** Number of region-specific genes. **(D)** Gene Ontology enrichment analysis of region-specific genes. **(E**) Top 20 region-specific genes. Te: testis; Ed: efferent ductules; Is: initial segment; Ca: caput; Co: corpus; Cd: cauda; Dd: ductus deferens.

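Adam28 (ENSMUSG00000014725, chromosome 14, 68606027 to 68655842) had 5141 ± 958 CPM in the initial segment of the 3-month-old mice (SD, n = 4), and 315 ± 157 CPM in the caput, the region with the next highest mean. Its mean in the initial segment was 97.4 times the mean of the other 6 regions. The quasi-likelihood test, which averages the other regions on the log scale, gave a larger difference (log2 difference 12.95, standard error 0.21, adjusted p = 1.84e-29). Teddm1b (ENSMUSG00000043282, chromosome 1, 153874345 to 153876871) had 840.3 ± 118 CPM in the caput, 18.5 times the mean of the other regions (log2 difference 10.07, standard error 0.34, adjusted p = 2.97e-21). In the initial segment it had 268 ± 266 CPM, with 641 CPM in the highest of those 4 libraries. Spint3 (ENSMUSG00000074596, chromosome 2, 164569695 to 164573459) had 281 ± 16.4 CPM in the corpus, 14.8 times the mean of the other regions (log2 difference 7.70, standard error 0.23, adjusted p = 5.31e-23), and 107 ± 31.4 CPM in the cauda. Every library of each named region lay above every library of the next region for these 3 genes. The comparison with each of the other 6 regions in turn was the one setting that changed their calls: Adam28 stayed region-specific, while Teddm1b and Spint3 were less than 4 times above the next region.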

We identified a series of region-specific genes of male mouse reproductive tract (Figures 2B,C), which were in broad agreement with those of previous RNA-seq and microarray analyses of murine transcriptome profiles, such as ADAM metallopeptidase domain 28 (*Adam28*) in initial segment, Transmembrane Epididymal Protein 1 (*Teddm1b*) in caput, and serine peptidase inhibitor, Kunitz type 3 (*Spint3*) in corpus epididymis (Johnston et al., 2005; Shi et al., 2021) (reviewed in Supplementary Table S4). GO analysis revealed the functional characteristics of the region-specific genes (Figure 2D; Supplementary Table S5). For example, in the biological process (BP) category, genes expressed in the testis were enriched for the terms “spermatogenesis” and “spermatid development,” genes in the efferent ductules were enriched for the terms “transmembrane transport” and “water homeostasis,” and genes in the caput epididymidis were enriched for “defense response.” 

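Of the 140 genes that Supplementary Table S5 lists under spermatogenesis in the testis, 137 were matched to the deposited counts by symbol. All 137 were region-specific in the testis of the 3-month-old mice, with a median of 36.1 times the mean of the other regions, and 133 passed against each of the other 6 regions. For spermatid development, 39 of 39 genes were region-specific, with a median of 41.6 times, and 37 passed against each region. For transmembrane transport in the efferent ductules, 40 of the 41 matched genes were called, with a median of 9.53 times and a minimum of 3.87 times, and 21 passed against each region. The 4 genes listed under water homeostasis were all called in the efferent ductules. Aqp1 (ENSMUSG00000004655, chromosome 6, 55336432 to 55348555) had 567 ± 49.4 CPM (SD, n = 4), 13.1 times the mean of the other regions, and the vas deferens came next with 104 ± 6.63 CPM. Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) had 232 ± 29.2 CPM, 4.06 times the mean of the others, and was not called against the cauda (96.6 ± 47.1 CPM). Aqp4 had 27.6 ± 3.82 CPM, 33.8 times the others, and Ghrhr 24.6 ± 3.44 CPM, 39.96 times the others. The 10 genes listed under defense response were all called in the caput, from AY761184 (0.922 ± 0.147 CPM, 8.08 times the other regions) to Defb15 (204 ± 23.1 CPM, 208 times), with a median of 23.6 times. Of these, 7 passed against each region, and Defb45, AY761184 and Spag11a were called only against the other regions combined. The paper picked these genes on the same libraries, so the counts are no independent evidence, and no enrichment was tested.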

The top 20 genes specifically expressed in each region are shown in Figure 2E; Supplementary Table S6. 

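Of the 20 genes per region in Supplementary Table S6, 20 were region-specific in each of the testis, efferent ductules and initial segment of the 3-month-old mice, and 19 in each of the other 4 regions. Glul in the caput, H2-K1 in the corpus, Clcn5 in the cauda and Qsox1 in the vas deferens were not called. All 20 genes had their highest mean in their own region except in the caput, where this held for 19, the exception being Glul. Against each of the other 6 regions in turn, 19 genes were called in the testis, 10 in the efferent ductules, 17 in the initial segment, 14 in the caput, 7 in the corpus, 6 in the cauda and 7 in the vas deferens. The 20 genes together took 7.24 to 7.65% of the counts of the vas deferens libraries, 6.54 to 7.20% in the initial segment and 2.63 to 5.87% in the caput. The shares were 2.66 to 2.84% in the testis, 1.52 to 1.58% in the efferent ductules, 2.34 to 3.09% in the corpus and 0.648 to 1.23% in the cauda. The most abundant of them were Prm2 in the testis (2823 ± 329 CPM, n = 4), Lrp2 in the efferent ductules (2459 ± 165 CPM), Lcn8 in the initial segment (7920 ± 756 CPM) and Clu in the caput (15360 ± 1446 CPM). In the corpus, cauda and vas deferens they were Gpx3 (8530 ± 748 CPM), Ptgds (2607 ± 909 CPM) and Akr1b7 (21030 ± 1170 CPM).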

Overall, our bulk RNA-seq analysis provides reliable datasets and shows the transcriptome landscape of the male reproductive tract at an anatomical resolution.

### Verification of Testis- and Epididymis-specific Genes

As region-specific mRNA or protein detection in the seminal plasma enables the noninvasive diagnosis of azoospermia (Li et al., 2012; Xie et al., 2020), we verified the region-specific genes expressed in the mouse testis and four regions of the epididymis, as well their potential uses as seminal markers for the male reproductive tract in humans (Figure 3A). First, we filtered 19 testis-specific and 64 epididymal region-specific genes out of 100 region-specific genes ranked top 20 in these five regions that had conserved orthologs in *Homo sapiens* by browsing the GeneCards database (Figure 3B). Then, 15 and 42 genes plotted in the protein-protein interaction (PPI) network were further picked out using STRING database (Figure 3C). Subsequently, we confirmed 13 and 11 out of these genes with strict testis- or epididymis-specific expression pattern across the human organs by Human protein atlas database (Figure 3D). Most of the products of these 13 testis-specific genes were germ cell-specific and non-secretory proteins, while all 11 epididymis-specific gene products were secretory proteins likely to be detected in human seminal plasma (Figure 3D). Therefore, we further sequenced the human seminal exosomal RNA profiles, compared seminal RNA-seq data with these 13 testis-specific genes, and obtained nine testis-specific genes present in human seminal plasma (Figure 3E; Supplementary Table S7). Additionally, we compared 11 epididymis-specific genes with two prior proteomes of human seminal plasma (Batruch et al., 2011; Rolland et al., 2013), yielding five candidate genes detected in both proteomic datasets (Figure 3F; Supplementary Table S7). 

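The 14 region-specific genes were Prm2, Prm1, Oaz3, Crisp2, Odf1, Tcp11, Gapdhs, Tnp1 and Akap4 in the testis, Adam28 in the initial segment, Rnase13 in the caput, Wfdc13 and Spint3 in the corpus and Wfdc9 in the cauda. In the RNA-seq data of the 3-month-old mice, 14 of 14 passed the thresholds of p and fold change, and 12 also did so against each of the other 6 regions. The largest ratio to the mean of the other regions was that of Rnase13 (ENSMUSG00000068392, chromosome 14, 51921362 to 51922773), at 2556 times. Wfdc9 had the smallest, at 7.12 times, with 127 ± 25.9 CPM in the cauda and 56.0 ± 7.87 CPM in the caput (SD, n = 4), and it was not called against each region. Between 3 and 21 months, each gene was tested in its own region, and 13 of the 14 were not called. Their log2 fold changes ran from -0.32 for Adam28 to 0.13 for Prm2, with a smallest adjusted p of 0.116. Adam28 and Oaz3 had an unadjusted p under 0.05 and changed less than 1.5-fold. Rnase13 was lower at 21 months in the caput, with 1077 ± 476 CPM at 3 months and 532 ± 81.9 CPM at 21 months (log2 fold change -1.01, standard error 0.24, adjusted p = 0.0222). All 4 of its 21-month libraries lay below all 4 of its 3-month libraries. With each library left out in turn, its log2 fold change stayed between -1.18 and -0.67, the latter without 3-month replicate 2.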

According to our RNA-seq data, these 14 region-specific genes in mice showed typical region-specific expression patterns (Figure 3G) and had invariant expression levels in 3-month-old and 21-month-old mice (Supplementary Figure S2).

**FIGURE 3:**
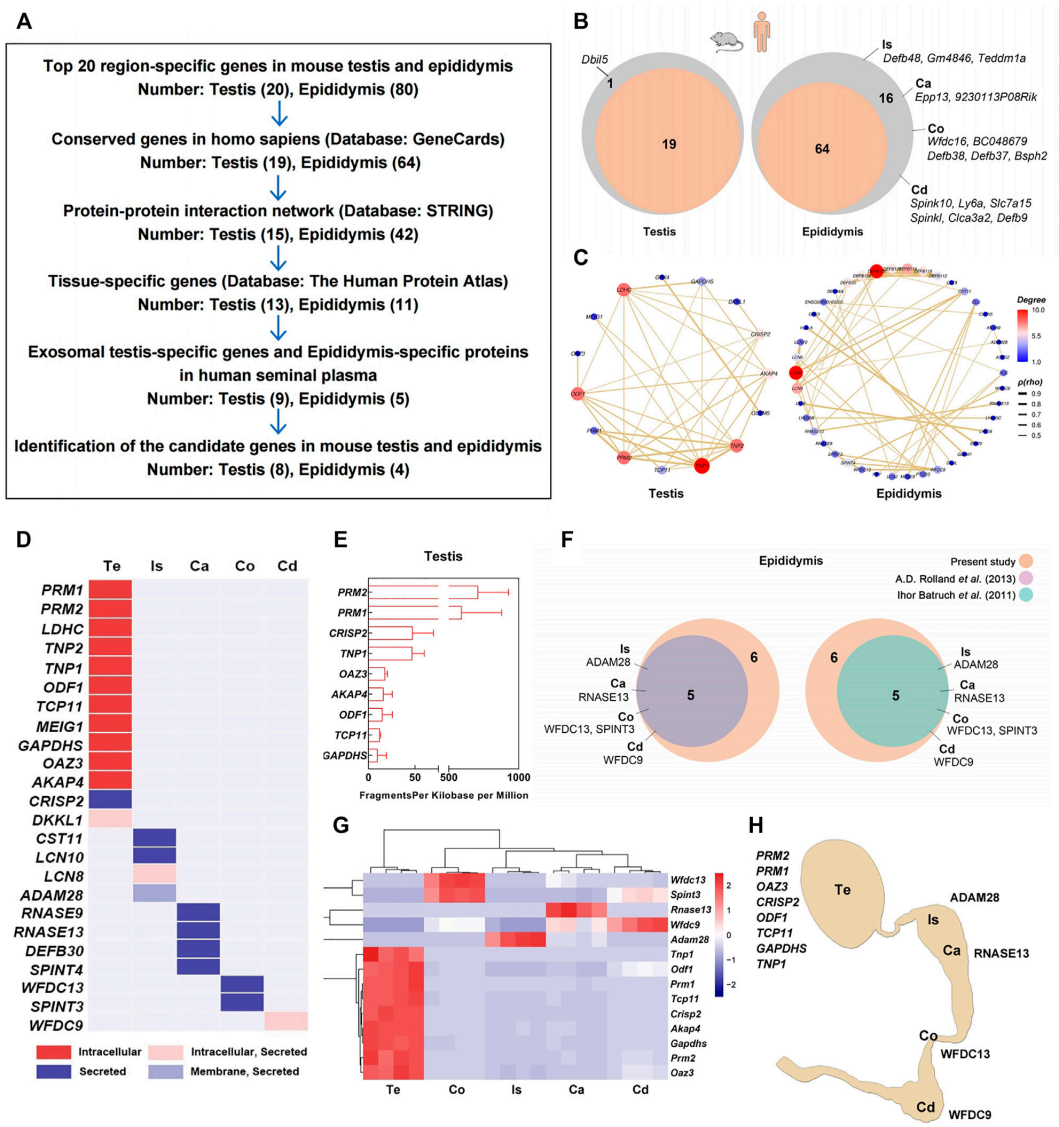
Screening and validation of region-specific markers for the testis and epididymis. **(A)** Workflow diagram of the screening process. **(B)** In total, 19 testis-specific and 64 epididymal region-specific genes were filtered from 100 region-specific genes ranked in the top 20 in these five regions with conserved orthologs in *Homo sapiens* by searches against the GeneCards database. **(C)** In total, 15 and 42 genes plotted in the protein-protein interaction (PPI) network were further picked out using STRING database; **(D)** 13 and 11 out of these 57 genes are confirmed with strict testis- or epididymal tissue-specific expression patterns across human organs in the human protein atlas database. **(E)** Seminal plasma exosomes RNA-seq shows the expression of nine testis-specific genes mRNA in human semen samples (*n* = 3). **(F)** Five epididymal region-specific genes that their products identified in two previously reported proteomics of human seminal plasma. **(G)** Expression patterns of 14 selected region-specific genes according to RNA-seq. **(H)** Epitome of the 12 region-specific genes as candidate markers for the testis and four regions of epididymis. Te: testis; Is: initial segment; Ca: caput; Co: corpus; Cd: cauda.

We validated the expression patterns of these 14 region-specific genes in the testis and epididymis by qPCR (Supplementary Figure S3). Except for Transition protein 1 (*Tnp1*) and *Spint3*, the mRNA expression levels of the other 12 genes (eight for the testis and four for epididymal regions) were significantly enriched in the corresponding regions of the mouse testis and epididymis. The expression of Protamine 2 (*PRM2*) in the human testis was also validated by immunofluorescence staining, showing exclusive expression within the seminiferous tubules and sperm (Supplementary Figure S4). Collectively, we screened and validated 12 region-specific genes that are potential markers for the testis and the four regions of the epididymis (Figure 3H). This finding was a windfall benefit of this transcriptomics analysis, meanwhile, it also verified the reliability of our sequencing data.

### Age-Related Transcriptional Changes in the Male Reproductive Tract

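The comparison of ages adds 28 libraries from 21-month-old mice, 4 from each region, to those from the 3-month-old mice. Between 11125279 and 20561967 reads per library were counted on genes at 21 months, with a median of 16402233.5, and between 25014 and 32238 genes had a count above 0. In each region, the 4 libraries of each age were compared by the quasi-likelihood F-test over the genes with at least 10 counts in the 8 libraries together. A gene was called age-related at an unadjusted p under 0.05 and a change of at least 1.5-fold. The paper gives its p threshold without naming an adjustment. Supplementary Table S8 lists testis genes with a false discovery rate of 1, so p was read as unadjusted, and the number of genes with a Benjamini-Hochberg adjusted p under 0.05 is given beside it. In each region the 8 libraries can be split into 4 and 4 in 35 ways, and the count under each other split was compared with that of the real one. Lists of marker genes, written after the paper and its supplements had been read, were tested with limma's camera at a preset correlation of 0.01 between genes. The paper says that the 7 regions came from the same mice, but not that the replicate number marks the mouse, so the regions were treated as separate samples.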

We set out to characterize age-related transcriptome changes in each individual region of male reproductive tract by comparing the datasets from the 3-months and 21-months mice. The genes with at least 1.5-foldchange (upregulated or downregulated by FC ≥ 1.5) were defined as age-related differentially expressed genes (DEGs). The heatmaps of age-related differentially expressed genes (DEGs) showed intra-group clustering at the transcript level (Figures 4A–G). 

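Clustering of the 8 libraries of a region on all genes tested, rather than on the age-related DEGs, was used here, because genes selected for a difference between ages separate the ages by construction. With average linkage on 1 - Pearson's r, the first split fell between the ages in 1 of the 7 regions, the initial segment. In the testis it set apart 3-month replicate 3, in the corpus 3-month replicate 4, in the cauda 21-month replicate 2 and in the vas deferens 21-month replicate 4. In the efferent ductules it set apart 21-month replicates 1 and 4, and in the caput 3-month replicates 2, 3 and 4. Within each region, the mean correlation was higher between libraries of one age than between ages. It was 0.989 against 0.978 in the vas deferens, 0.986 against 0.979 in the efferent ductules, 0.990 against 0.983 in the caput and 0.992 against 0.987 in the initial segment. The differences were smaller in the cauda (0.983 against 0.979), the corpus (0.991 against 0.988) and the testis (0.996 against 0.995). With Spearman's correlation, and with log2(CPM + 0.1), the first split fell between the ages in 4 regions, and when the libraries of one replicate number were left out it did so in 2 to 3 regions.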

Numbers of age-related DEGs also showed region-dependent patterns (Figure 4H; Supplementary Table S8). 

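Between the ages, 1734 genes were upregulated and 1597 downregulated at 21 months in the efferent ductules (n = 4 libraries per age, 25944 genes tested). The initial segment had 1500 upregulated and 1359 downregulated genes, the caput 1203 and 2148, the corpus 867 and 836, the cauda 912 and 1224, and the vas deferens 3118 and 1368. With an adjusted p under 0.05, 732 and 490 were left in the efferent ductules, 687 and 552 in the initial segment, 477 and 969 in the caput, 275 and 229 in the corpus, 18 and 15 in the cauda, and 1963 and 814 in the vas deferens. The libraries of the 2 ages did not overlap for 4626 of the tested genes in the efferent ductules (17.8%), 3097 in the initial segment (12.4%), 4279 in the caput (16.9%), 2537 in the corpus (10.2%), 2177 in the cauda (8.46%) and 6309 in the vas deferens (25%), against 2.86% by chance. No other split of the 8 libraries into 4 and 4 gave as many genes in any of these regions. Scaling by library size alone shifted the median log2 fold change of all genes to -0.38 in the efferent ductules, 0.19 in the caput and -0.17 in the corpus. Relative to TMM, this turned the counts to 639 up and 4973 down in the efferent ductules, 1863 up and 1288 down in the caput, and 548 up and 1623 down in the corpus. In the cauda, leaving out 3-month replicate 3 changed the number of downregulated genes to 771.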

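In each region and direction, the pair of genes with the largest fold change was taken among the genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the ages (SD, n = 4). Upregulated genes of this kind in the vas deferens were Svs5 (at least 225-fold higher at 21 months, adjusted p = 0.00350) and Igkv19-93 (at least 48.3-fold higher, adjusted p = 0.0288), each with no more than 3 counts in any 3-month library. Both were uneven between the 21-month libraries. Svs5 had 25.2, 121, 57.8 and 0.275 CPM, and Igkv19-93 had 1.16, 38.8, 0.810 and 3.16 CPM. In the efferent ductules, Igkv3-2 reached 7.81 ± 5.77 CPM (at least 42.9-fold higher, adjusted p = 0.00496). Rnase10 was at least 422-fold higher (adjusted p = 0.0261), from 21-month libraries with 0.432, 209.4, 97.5 and 0.323 CPM. The high libraries, replicates 2 and 3, also held top genes of the initial segment, at a median of 4.13 and 1.89% of the initial segment level. Initial segment tissue carried over into these pieces could therefore account for the rise of Rnase10. Downregulated were Serpina3b in the vas deferens (6.09 ± 3.30 CPM at 3 months and 0.412 ± 0.533 CPM at 21 months, log2 fold change -3.89, standard error 0.74, adjusted p = 0.00553) and Ces1f (log2 fold change -3.47, standard error 0.66, adjusted p = 0.00524). The efferent ductules gave B3galt2 (12.4 ± 4.60 and 1.50 ± 0.934 CPM, log2 fold change -3.01, standard error 0.41, adjusted p = 0.00631), where 3-month replicate 4 had 19.3 CPM and the other 3 at most 10.4, and Sgpp2 (log2 fold change -2.83, standard error 0.34, adjusted p = 0.00465), where 21-month replicate 4 lay above the other 3. In the initial segment they were Hist1h2ba (log2 fold change -3.56, standard error 0.60, adjusted p = 0.00315) and Gm45004 (at least 9.65-fold lower, adjusted p = 3.41e-05). The caput gave Gm17275 (at least 10.9-fold lower, adjusted p = 0.00241) and Gm37376, which fell from 104 ± 97.3 to 2.51 ± 0.510 CPM (log2 fold change -5.36, standard error 0.71, adjusted p = 0.00126), with 3-month libraries of 10.9, 241, 81.1 and 84.4 CPM. The corpus gave Cyp2e1 (16.5 ± 9.59 and 3.06 ± 1.16 CPM, log2 fold change -2.43, standard error 0.37, adjusted p = 0.00151) and Pnpla3 (log2 fold change -2.52, standard error 0.51, adjusted p = 0.0120), whose log2 fold change was -1.67 without 3-month replicate 3. In the cauda, Angptl7 (log2 fold change -3.01, standard error 0.45, adjusted p = 0.0411) and BC048679 (log2 fold change -2.74, standard error 0.37, adjusted p = 0.0287) were downregulated, and 3-month replicate 1 was the highest library of BC048679, at 3.49 CPM.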

Surprisingly, the testis showed a limited number of age-related DEGs (Figures 4A,H). 

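In the testis, 426 genes were upregulated and 389 downregulated among 30031 tested (n = 4 libraries per age). With an adjusted p under 0.05, 52 and 24 were left. The ages did not overlap for 1895 genes, or 6.31%. Other splits of the 8 testis libraries gave a median of 502 and a maximum of 619 genes in total, against 815 for the ages. The biological coefficient of variation was 0.0772 in the testis, against a median of 0.181 in the other 6 regions, and the median testis library held 18923172.5 counts, against 15873010.75. The self-test on simulated counts recovered 91.5% of 2-fold changes in the testis. A fit of all 56 libraries tested whether the age effect of each gene differed between the testis and the mean of the other 6 regions. The difference had an adjusted p under 0.05 for 24 of 36977 genes, and an unadjusted p under 0.05 for 2047. For 5 of the 24 the age effect was more negative in the testis, and these were Sntg1, Klk1b27, Nkain2, Cd8b1 and Dmrta1, named after their values were seen. The count was 7 with library size only, 43 with edgeR's filterByExpr, and 1 to 6 when the libraries of one replicate number were left out.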

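Counted once however many regions called them, 7122 genes were upregulated and 7048 downregulated at 21 months in at least 1 of the 7 regions at an unadjusted p under 0.05 and a change of 1.5-fold. With an adjusted p under 0.05 these numbers were 3483 and 2662. Across the 8 fits that each left out one library per region, they ranged from 6487 to 7061 and from 6073 to 7110. With filterByExpr, which tests fewer genes, 4554 genes were downregulated in at least 1 region.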

There were 2926 upregulated and 2586 downregulated age-related DEGs in all seven regions of the male reproductive tract (Figures 4I,J). We also assessed overlap in gene expression changes among all seven regions. 

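In all 7 regions, 9 genes were upregulated at 21 months: Ccl8, Cd209b, Cd209f, Cd209g, Ighg2b, Ighm, Ighv9-3, Igkc and Pla2g2d. The 7 genes downregulated in all 7 regions were Col1a1, Col1a2, Col3a1, Dner, Eln, Lox and Lpl (n = 4 libraries per age and region). No other split of the libraries, taken alike in every region, gave more than 1 gene in either direction. The log2 fold changes of Ccl8 ran from 0.76 in the cauda to 3.26 in the caput, those of Cd209f from 0.74 in the vas deferens to 3.26 in the initial segment, and those of Cd209g from 0.87 in the cauda to 2.71 in the efferent ductules. Cd209b had no more than 3 counts in the 3-month libraries of several regions, and was at least 1.3-fold higher in the testis, 1.48-fold in the initial segment and 1.04-fold in the caput. In the other regions its log2 fold change was 2.86 (efferent ductules), 1.44 (corpus), 1.57 (cauda) and 0.80 (vas deferens). In the vas deferens, the calls of Cd209b and Cd209f were each lost in 4 of the 8 fits that left out 1 library, with log2 fold changes of 0.61 to 0.95 and 0.55 to 0.94. The call of Cd209b in the caput was lost in 3. The adjusted p moved the counts most: Igkc alone was upregulated in every region, and no gene was downregulated in every region. With DESeq2's Wald test, 8 genes were upregulated in every region, without Ighv9-3, and the downregulated genes were Eln and Lox. The 3 collagens and Lpl were given no p-value by DESeq2 in the cauda, and Dner was not called in the testis. Leaving out 1 library gave 6 to 8 upregulated and 5 to 9 downregulated genes.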

Five genes (*Pla2g2d*, Cd209 antigen b, Cd209 antigen f, Cd209 antigen g, and C-C motif chemokine ligand 8) were commonly upregulated in all seven regions, while two genes (Elastin and Lysyl oxidase) were commonly downregulated at 21 months (Figures 4I,J; Supplementary Table S9).

**FIGURE 4:**
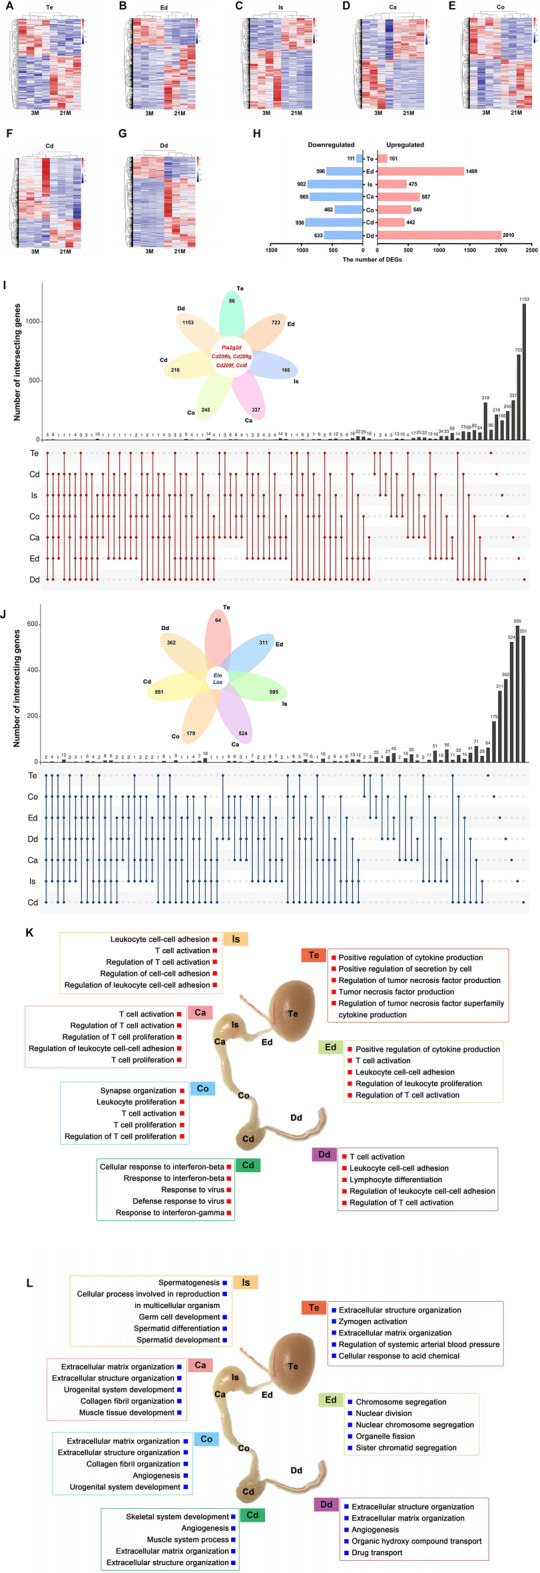
Age-related transcriptional changes in the male reproductive tract. **(A–G)** Heatmaps of age-related differentially expressed genes (DEGs) in seven regions from 3-month-old (*n* = 4) and 21-month-old (*n* = 4) mice. Genes with fold change ≥1.5 (upregulated or downregulated) and *p* < 0.05 were defined as age-related DEGs. **(H)** Numbers of age-related DEGs. **(I)** Upset plot shows the intersection of the upregulated DEGs and **(J)** downregulated DEGs. **(K)** Gene Ontology (GO) enrichment analysis of the upregulated DEGs and **(L)** downregulated DEGs. Te: testis; Ed: efferent ductules; Is: initial segment; Ca: caput; Co: corpus; Cd: cauda; Dd: ductus deferens.

To interpret age-related functional changes, we analyzed the biological processes involved with these age-related DEGs. Of note, GO enrichment analysis revealed that the upregulated DEGs were largely associated with BP terms related to the immune response (Figure 4K; Supplementary Table S10), such as “Positive regulation of cytokine production” in testis, “T cell activation” and “leukocyte cell-cell adhesion” in post-testicular regions. 

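A list of 31 T cell genes was tested in each region with camera, adjusted over 14 lists and 7 regions (n = 4 libraries per age). In the efferent ductules its median log2 fold change was 1.44 (adjusted p = 1.19e-10), and 27 of the 29 genes tested were higher at 21 months. In the vas deferens the median was 2.49 (adjusted p = 2.96e-14), with 30 of 31 genes higher. With genes at 3 counts or fewer in one age set to their bound, these medians were 1.40 and 2.45. Gene by gene, 18 genes of the list were upregulated in the efferent ductules and 30 in the vas deferens with p adjusted over the list alone, and 9 and 28 with p adjusted over all genes tested. Camera's preset correlation moved the result most. The calls of the T cell list in these regions held under limma's fry (adjusted p = 0.00636 and 0.0224) and not with a correlation estimated from the data (0.114 and 0.290). Of the 98 tests of a list in a region, 64 had an adjusted p under 0.05 with the preset correlation, 32 under fry, 29 of them shared, and 0 with the estimated correlation, where the smallest was 0.110. The 35 splits of the 8 libraries included 3 with a p as small as that of the ages in the efferent ductules, and 2 in the vas deferens. At least 20 of the 31 genes are named in the paper's supplementary tables, of which incomplete copies were read, so the list is not independent of the paper. A list of 20 macrophage genes had a median of 0.59 in the efferent ductules (adjusted p = 6.42e-07, 16 of 20 higher), 0.43 in the initial segment (adjusted p = 3.41e-06, 16 of 20) and 0.30 in the caput (adjusted p = 8.01e-05, 16 of 20). These 3 calls held under fry. In the testis the macrophage median was 0.15 (adjusted p = 0.00195, 14 of 20 higher), and it was 0.05 without 21-month replicate 2, 0.09 without 3-month replicate 3 and 0.28 without 3-month replicate 4. The macrophage list did not change in the vas deferens (0.16, adjusted p = 0.165) or the corpus (-0.06, adjusted p = 0.168), though it did in the vas deferens without 21-month replicate 3 (0.30), and in the corpus without 21-month replicate 3 (-0.16) or 3-month replicate 4 (-0.10). It was lower in the cauda (-1.03, adjusted p = 0.00835, 19 of 20 lower), but not without 3-month replicate 3 (-0.01, adjusted p = 0.665). Of the 35 splits, 9 gave a macrophage p as small as the ages in the testis and 27 in the cauda. The numbers were 1 in the efferent ductules, 1 in the initial segment and 2 in the caput. Whether the changes with age differ between regions was not tested.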

Downregulated DEGs were mainly enriched for “Extracellular matrix organization,” “Angiogenesis,” and “Collagen fiber organization” (Figure 4L; Supplementary Table S9), suggesting that the structures of reproductive organs may undergo degenerative changes. 

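A list of 40 extracellular matrix genes had a negative median log2 fold change in each of the 7 regions (n = 4 libraries per age). It was -0.17 in the testis (adjusted p = 2.92e-11, 33 of 40 genes lower), -0.40 in the efferent ductules (adjusted p = 1.33e-12, 34 of 40) and -0.81 in the initial segment (adjusted p = 1.81e-28, 39 of 40). In the caput it was -1.05 (adjusted p = 6.03e-33, 40 of 40 lower), in the corpus -0.82 (adjusted p = 2.51e-44, 39 of 40), in the cauda -1.37 (adjusted p = 4.09e-37, 40 of 40) and in the vas deferens -0.60 (adjusted p = 1.05e-17, 39 of 40). All 7 calls held under fry, with adjusted p from 0.00305 to 0.0271. With p adjusted over the list alone, 12, 25, 36, 37, 36, 37 and 27 genes were downregulated in these regions in the same order, and with p adjusted over all genes tested 7, 15, 30, 30, 32, 1 and 25. At least 31 of the 40 genes are named in the paper's supplementary tables. In the cauda, 3-month replicate 3 was the highest library of the list, and without it the median was -0.97. A list of 20 endothelial genes was lower in the cauda (-0.73, adjusted p = 4.04e-08, 20 of 20 lower), the vas deferens (-0.39, adjusted p = 8.52e-05, 17 of 20) and the initial segment (-0.23, adjusted p = 6.25e-04, 16 of 20). None of these 3 calls of the endothelium list held under fry. Without 3-month replicate 3, the median was -0.35 in the cauda and -0.14 in the initial segment. It was 0.08 in the testis, 0.15 in the efferent ductules, -0.17 in the caput and -0.18 in the corpus, without a call. In the caput the endothelium list was called lower without 21-month replicate 4 (-0.26) or 3-month replicate 2 (-0.23), and in the corpus without 21-month replicate 3 (-0.17), 21-month replicate 4 (-0.15) or 3-month replicate 4 (-0.32). From the terms enriched among the downregulated DEGs, the paper proposes that the structures of the reproductive organs undergo degenerative changes with age, and from those among the upregulated DEGs it concludes that immune response activity rises.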

In general, the functional analysis revealed increased immune response activities in the aging male reproductive tract.

### Pla2g2d Is a Candidate Biomarker for Testis and Epididymis Aging

Since the testis and epididymis are two of the most important organs for reproductive function, we conducted GO enrichment analysis of age-related DEGs in the testis and epididymis. 

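In the 4 epididymal regions, the T cell list had a median log2 fold change of 1.30 in the initial segment (adjusted p = 2.59e-11, 27 of 29 genes higher at 21 months), 1.17 in the caput (adjusted p = 2.33e-08, 25 of 30), 0.82 in the corpus (adjusted p = 8.51e-07, 27 of 30) and 0.39 in the cauda (adjusted p = 2.47e-07, 24 of 31), each with n = 4 libraries per age. With genes at 3 counts or fewer in one age set to their bound, the medians were 1.26, 0.94, 0.83 and 0.33. With p adjusted over the list alone, 17, 15, 10 and 0 genes were upregulated in these regions in the same order, and with p adjusted over all genes tested 13, 9, 1 and 0. In the cauda 2704 of all genes had an unadjusted p under 0.05. The calls held under fry in the initial segment, caput and corpus (adjusted p = 0.00284, 0.00562 and 0.00636) and not in the cauda (0.279), nor in any region with the estimated correlation. In the cauda, 3-month replicate 3 had summed T cell counts of 194 CPM against 56.8 to 62.7 CPM in the other 3 3-month libraries, and without it the median was 1.14 (adjusted p = 9.18e-18). It was 0.23 without 3-month replicate 4 and 0.25 without 21-month replicate 3. The most abundant gene of the list went the other way in several regions. Tcf7 fell from 276 to 170 CPM in the caput, while the rest of the list together rose from 43.1 to 53.3 CPM per library to 61.6 to 72.3 CPM. In the initial segment Zap70 fell from 69.6 to 53.3 CPM while the rest rose from 118 to 125 CPM to 140 to 161 CPM, and in the corpus Skap1 fell from 35.7 to 26.1 CPM while the rest rose from 23.1 to 27.1 CPM to 37.6 to 43.5 CPM. In the testis, the median was 0.12 (0.10 with bounds, adjusted p = 0.0623, 15 of 24 higher), and without 3-month replicate 1 it was 0.21 (adjusted p = 0.0444). The adjusted p of the testis was 0.0319 under fry, 0.0255 with library size only and 0.0160 without a filter. With p adjusted over the list alone, 0 genes changed in the testis, where 3134 of all genes had an unadjusted p under 0.05.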

The upregulated DEGs enriched for functions related to “T cell activation” (Figure 5A). According to the UpSet plot (Figure 4I), *Pla2g2d* was the only common upregulated DEG related to “T cell activation” in all five regions (Figure 5B; Supplementary Table S11). 

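Pla2g2d (ENSMUSG00000041202, chromosome 4, 138775735 to 138782046) was upregulated at 21 months in each of the 7 regions at an unadjusted p under 0.05 (SD, n = 4 libraries per age). In the testis it was at least 8.42-fold higher, with 0.109 ± 0.0760 CPM at 3 months and 1.44 ± 0.5255 CPM at 21 months (adjusted p = 1.89e-04). Efferent ductules had 4.32 ± 1.93 CPM at 3 months and 13.3 ± 5.30 CPM at 21 months (log2 fold change 1.61, standard error 0.38, adjusted p = 0.0313). The log2 fold change was 1.42 in the initial segment (adjusted p = 0.0298), 1.23 in the corpus (adjusted p = 0.00293) and 1.31 in the vas deferens (adjusted p = 0.0121). In the caput and the cauda, at 0.90 (adjusted p = 0.130) and 1.13 (adjusted p = 0.0864), it did not pass the adjustment. The call in the caput was lost in 4 of the 8 fits that left out 1 library, with log2 fold changes from 0.62, without 3-month replicate 4, to 1.14. The age effect in the testis minus the mean of the other regions was 2.40 (log2, adjusted p = 0.119).

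**Figure D1:**
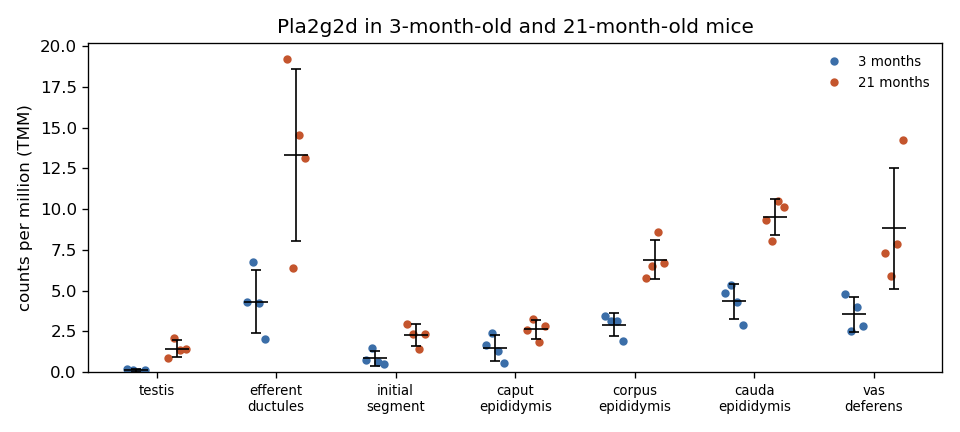
Expression of Pla2g2d in CPM (y axis) in each library of the 7 regions (x axis), with 3-month-old mice in blue and 21-month-old mice in orange; black bars are the mean of 4 libraries and error bars the SD. The testis libraries have the lowest values at 3 months, with a mean of 0.109 CPM.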

The expression patterns of *Pla2g2d* with age in the testis and four regions of the epididymis in mice were validated by qPCR (Figures 5C,D). And due to the interference of testicular autofluorescence, immunofluorescence staining of Pla2g2d could not be done in the testis. Therefore, we carried out immunohistochemistry (IHC) for Pla2g2d in the mouse testis, which confirmed the upregulated expression level with age (Figure 5E). The immunofluorescence staining of Pla2g2d in the four regions of mouse epididymis shows the increasing protein expression trend of Pla2g2d (Figures 5F–I), which is consistent with our RNA-seq data.

**FIGURE 5:**
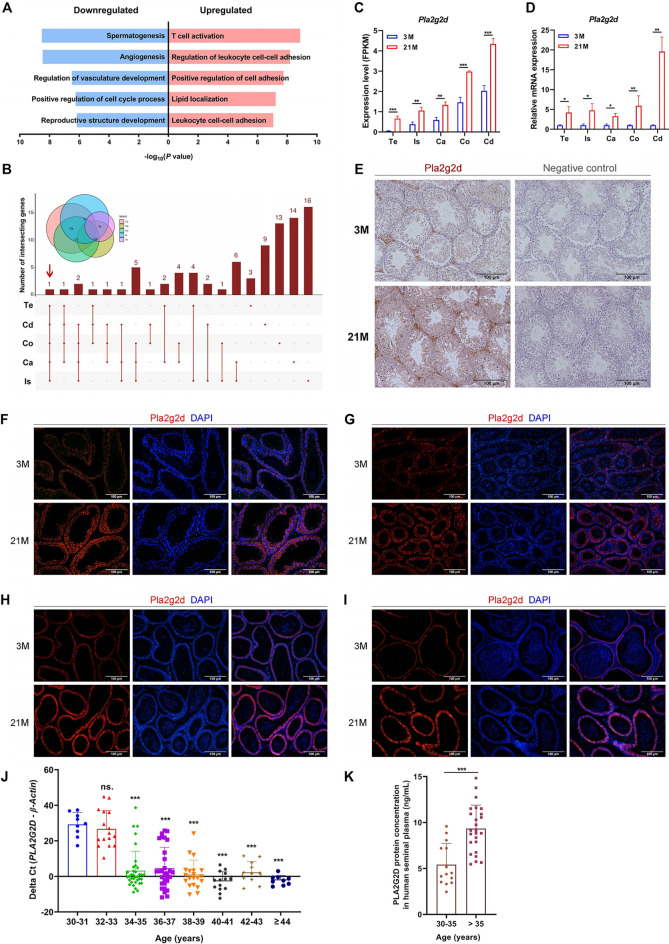
Pla2g2d as a candidate biomarker for male reproductive aging. **(A)** Gene Ontology enrichment analysis of age-related DEGs in the testis and epididymis. **(B)** UpSet plot of the intersection of upregulated DEGs related to “T cell activation.” **(C)** Expression patterns of *Pla2g2d* in the testis and four regions of the epididymis from RNA-seq data and validated by **(D)** qPCR in 3-month-old (*n* = 6) and 21-month-old (*n* = 6) mice. **(E–I)** The expression of Pla2g2d increased with age, as determined by immunohistochemistry in mouse **(E)** testis and by immunofluorescence staining in **(F)** the initial segment, **(G)** caput, **(H)** corpus, and **(I)** cauda. **(J)** *PLA2G2D* mRNA levels in human seminal plasma samples (*n* = 145) at different ages validated by qPCR. *PLA2G2D* mRNA levels were evaluated by the delta Cycle threshold (*Pla2g2d* minus β-actin). **(k)** PLA2G2D protein expression in human seminal plasma samples (*n* = 40) validated by ELISA. *p < 0.05, **p < 0.01, ***p < 0.001; ns.: no significance; Te: testis; Is: initial segment; Ca: caput; Co: corpus; Cd: cauda; 3 M: 3-months; 21 M: 21-months.

To determine whether human PLA2G2D is also upregulated in seminal plasma with age, we collected 145 human semen samples from consecutive outpatients for fertility examination from 30 to 50 years old with normal semen parameters, which all met the standard of the fifth edition of the WHO manual of semen test. As validated by qPCR and ELISA, PLA2G2D expression at both the mRNA and protein levels in human semen plasma remarkably increased with age (Figures 5J,K). It is worth noting that the cut point of the elevated expression level of PLA2G2D appears at the age of 35 years (*p* < 0.05) (Figures 5J,K). The level of *PLA2G2D* mRNA is almost undetectable until the age of 35, and surges since then (Figure 5J), similar result was also demonstrated at the protein level (Figure 5K). These results suggest that Pla2g2d plays a critical role in the aging of the testis and epididymis and could be a promising biomarker of male reproductive aging in humans.

### Characteristics of Epididymal Aging

Previous histological analyses showed that epididymal aging occurs in a region-dependent manner (Figure 1J); accordingly, we focused on aging in the epididymis for a detailed analysis. 

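In the epididymis, the genes with the largest rise at 21 months were taken among those with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the ages (SD, n = 4 libraries per age). In the initial segment they were AW047730, which reached 7.89 ± 2.72 CPM (at least 36.5-fold higher, adjusted p = 6.28e-06), and Igkc (1.43 ± 1.65 CPM at 3 months and 39.5 ± 40.0 CPM at 21 months, log2 fold change 4.70, standard error 0.74, adjusted p = 0.00193). In the caput they were Gm3764 (0.621 ± 0.336 and 11.6 ± 5.85 CPM, log2 fold change 4.39, standard error 0.49, adjusted p = 4.63e-04) and the T cell gene Cd8a (0.146 ± 0.0439 and 2.12 ± 0.548 CPM, log2 fold change 3.79, standard error 0.39, adjusted p = 3.43e-04). In the corpus they were Gm12888, which reached 3.30 ± 0.731 CPM (at least 16.9-fold higher, adjusted p = 2.55e-06), and Ighg1, which reached 2.12 ± 3.00 CPM (at least 10.8-fold higher, adjusted p = 0.0107). Of the latter, 21-month replicate 3 had 6.59 CPM and the other 3 libraries 0.247 to 1.03 CPM. In the cauda they were Gm12888 (0.130 ± 0.129 and 6.01 ± 1.51 CPM, log2 fold change 5.49, standard error 0.51, adjusted p = 0.00613) and Iglc1 (log2 fold change 4.14, standard error 0.62, adjusted p = 0.0411). A list of 30 interferon response genes was higher in the cauda at 21 months, with a median log2 fold change of 0.79 (adjusted p = 6.89e-18, 30 of 30 genes higher). Of these, 11 were upregulated with p adjusted over the list alone and 0 with p adjusted over all genes tested. The call of the interferon response list in the cauda did not hold under fry (adjusted p = 0.124), and 3 of the 35 splits gave a p as small. Without 3-month replicate 3 the median was 1.33 (adjusted p = 1.82e-30). It was 0.16 in the initial segment (adjusted p = 0.00526, 24 of 30 higher), 0.05 in the caput and -0.10 in the corpus (adjusted p = 0.238 and 0.167). The call in the initial segment did not hold under fry, and 9 of the 35 splits gave a p as small there. In the caput the list was called higher without 3-month replicate 2 (0.26) or 21-month replicate 3 (0.08). The paper's supplementary tables name at least 15 of the 30 genes.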

The upregulated DEGs related to the top biological processes with the maximal -log_10_ (adjust *P*-value) in each region of the epididymis were analyzed (Figures 6A–D; Supplementary Figure S5). The STRING database was further used to construct Protein–protein interaction (PPI) networks of the upregulated DEGs involved in these top biological processes in each region of the epididymis (Figures 6E–H). By qPCR, we validated the expression patterns of several hub genes with high degree values in the PPI network, including Protein tyrosine phosphatase receptor type C (*Ptprc*) in the initial segment, Lymphocyte protein tyrosine kinase (*Lck*) in the caput epididymidis, Microtubule associated protein tau (*Mapt*) in the caput epididymidis, and Interferon induced protein with tetratricopeptide repeats 3 (*Ifit3*) in the cauda epididymidis. 

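In the RNA-seq data, Ptprc (ENSMUSG00000026395, chromosome 1, 138062861 to 138175708) had 16.3 ± 1.94 CPM in the initial segment at 3 months and 28.6 ± 4.13 CPM at 21 months (log2 fold change 0.81, standard error 0.12, adjusted p = 0.00129; SD, n = 4), and the ages did not overlap. In a single fit of all 56 libraries its log2 fold change was 0.66 and it was not called. Lck (ENSMUSG00000000409, chromosome 4, 129548344 to 129573641) had 1.08 ± 0.513 CPM in the caput at 3 months and 2.38 ± 0.225 CPM at 21 months (log2 fold change 1.05, standard error 0.29, adjusted p = 0.0435), without overlap. For Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090), the text names the caput and Figure 6 the corpus, so both were examined. It did not change in the caput (27.1 ± 5.42 and 25.6 ± 2.48 CPM, log2 fold change -0.09, standard error 0.14, adjusted p = 0.750), where library size alone gave 0.09 and the fit without 3-month replicate 1 gave 0.06. In the corpus it rose from 9.47 ± 1.64 to 17.6 ± 1.00 CPM (log2 fold change 0.88, standard error 0.13, adjusted p = 0.00145). The difference between these regions was not tested. Ifit3 (ENSMUSG00000074896, chromosome 19, 34583531 to 34588731) had 12.7 ± 8.49 CPM in the cauda at 3 months and 46.3 ± 23.03 CPM at 21 months (log2 fold change 1.87, standard error 0.46, adjusted p = 0.154). It passed the unadjusted threshold and not the adjusted one. Its log2 fold change stayed between 1.62 and 2.46 when each library was left out in turn. Ifit1, another interferon gene of the cauda, had 10.1 ± 3.36 and 30.4 ± 12.8 CPM (log2 fold change 1.59, standard error 0.32, adjusted p = 0.0922). In the 3-month cauda, replicate 3 had the highest value of Ifit3 and Ifit1, at 25.4 and 15.1 CPM.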

All four genes exhibited increased expression with age (*p* < 0.05) (Figure 6I), in accordance with the RNA-seq data.

**FIGURE 6:**
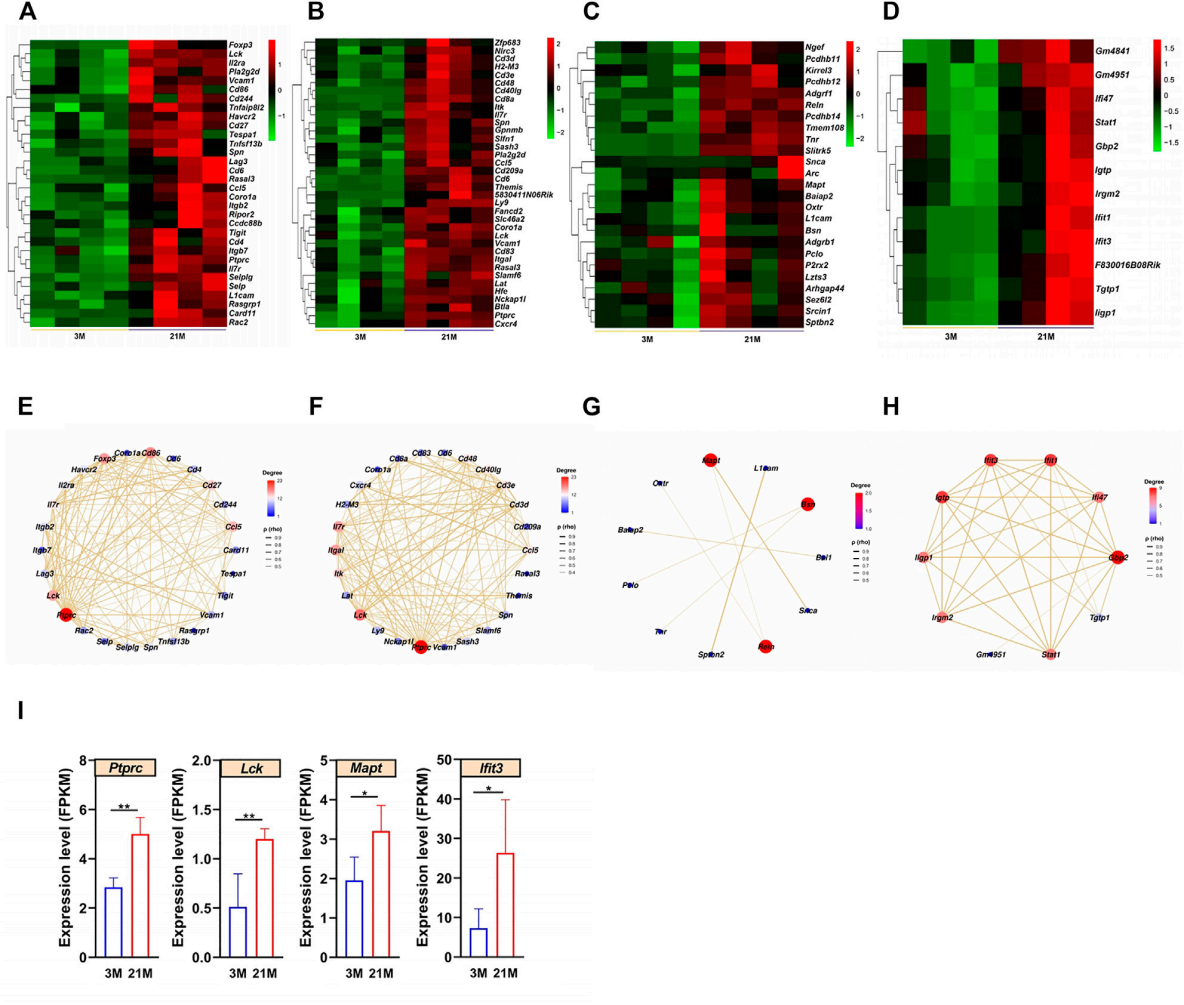
Analysis of aging characteristics in the epididymis. **(A–D)** Heatmaps of upregulated differentially expressed genes (DEGs) enriched to the most significant Gene Ontology (GO) terms in the **(A)** initial segment, **(B)** caput, **(C)** corpus, and **(D)** cauda. **(E–H**) Protein–protein interaction (PPI) networks based on the upregulated DEGs and significant GO terms in four regions of the epididymis. **(I)** Expression levels of *Ptprc*, *Mapt*, *Lck*, and I*fit3* increased with age according to the qPCR (*n* = 6). 3 M: 3-months; 21 M: 21-months.

## Discussion

In this study, we mapped the general transcriptome of the male mouse reproductive tract from both temporal and spatial perspectives using bulk RNA-seq data. Specifically, we identified a series of region-specific genes with potential diagnostic value for male infertility and characterized age-related transcriptomic changes. Further analyses showed that increased immune response activity is associated with male reproductive tract aging, and identified *Pla2g2d*, an immune-associated gene, as a candidate biomarker for male reproductive aging.

Unlike the relatively abrupt decline that occurs in women at the time of menopause (Broekmans et al., 2009; Wang et al., 2020), the change in men is gradual during aging. Indeed, it has some adverse consequences in reproductive ability and testicular endocrine disruption. In males, seminal parameters begin to decline at approximately 35 years of age (Stone et al., 2013). Similarly, peak values for semen parameters have been detected at 30–35 years of age (Levitas et al., 2007). Moreover, male reproductive endocrine declines with increasing age and may start as soon as 30 years of age, demonstrated by decreases in serum testosterone, bone mineral density, and muscle strength (Wu et al., 2008; Salonia et al., 2019; Snyder, 2019). Specifically, epidemiological studies have demonstrated a 0.5–1.5% per year decrease in circulating total testosterone concentrations and a 2–3% per year decrease in free testosterone concentrations in men beyond the age of 30 years (Salonia et al., 2019). Moreover, hypogonadism is a common disorder in aging men with a significant percentage of men over 60 years of age (Surampudi et al., 2012). Male mice over 18 months are generally recognized as the aged ones with remarkable reproductive aging, which have been characterized in previous studies (Li et al., 2017, 2020). However, according to a recent multi-omics analysis on aging in human and mice, the 18 months old male mice were only equal to human aged 56 years, while the 21 months old male mice were equal to human aged 63 years (Schaum et al., 2020). Therefore, we selected male mice aged 21 months rather than 18 months to ensure the comparability with human. Our phenotypic analysis suggested a disruption in reproductive function in 21-month-old mice. In addition, the loss of muscle strength, reduced bone density, and increased fat mass are also thought to be associated with the age-related testosterone deficiency, or hypogonadism (Zirkin and Tenover, 2012), as observed in the current study. Collectively, our findings support the significance of aging-related changes in the male reproductive tract of mice.

The impact of aging on male gonads (testes) remains to be clarified. Here, we found that aging testes exhibit disruptions in spermatogenesis and testosterone synthesis as well as abnormal histological changes in mice. However, β-Gal-positive cells were only found in the interstitia of aging testes, suggesting that cells residing in the testicular interstitial space, such as Leydig cell and macrophages, are crucial to the age-related microenvironment of the testis (Zhang et al., 2020a; Wang et al., 2021). As previously reported, the reduced expression levels of testosterone synthetic enzymes (cytochrome P450 family 11 subfamily A member 1 (*Cyp11a1*), 3 Beta-Hydroxysteroid Dehydrogenase (*3βhsd*), Cyp17a1, and 17βhsd) (Midzak et al., 2009), insulin like 3 (*Insl3*) (Paust et al., 2002), and several antioxidant family genes (Cu/Zn Superoxide Dismutase, and glutathione peroxidase 1) (Cao et al., 2004) were thought to be associated with Leydig cell senescence. However, in our transcriptomics analysis, only minor differences were found between young adult and elderly testicular transcriptomes in mice. 

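The gene with the largest upregulation in the testis, by the rule applied in every region, was Fetub (ENSMUSG00000022871, chromosome 16, 22918334 to 22939778), with 0.835 ± 0.530 CPM at 3 months and 13.0 ± 1.87 CPM at 21 months (log2 fold change 3.94, standard error 0.22, adjusted p = 1.21e-10; SD, n = 4). Its age effect exceeded the mean of the other 6 regions by 3.36 (log2, standard error 0.38, adjusted p = 1.76e-07), where its log2 fold changes lay between 0.08 and 1.31. The next was Gm28444 (ENSMUSG00000101388, chromosome Y, 6724211 to 6727474), with 0.272 ± 0.205 and 2.40 ± 0.238 CPM (log2 fold change 3.12, standard error 0.36, adjusted p = 3.14e-05). Klk1b21 (ENSMUSG00000066516, chromosome 7, 44102328 to 44106583) fell from 14.1 ± 6.82 to 2.71 ± 0.936 CPM (log2 fold change -2.38, standard error 0.25, adjusted p = 8.32e-06). Of its 3-month libraries, replicate 3 had 24.2 CPM, against 9.31 to 11.5 CPM in the other 3. Klk1b22 (ENSMUSG00000060177, chromosome 7, 44112673 to 44116922) fell from 2.58 ± 1.96 to 0.288 ± 0.244 CPM (log2 fold change -3.14, standard error 0.50, adjusted p = 0.00198). For these 4 genes, the libraries of the ages did not overlap.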

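Cyp11a1 (ENSMUSG00000032323, chromosome 9, 58006411 to 58027023) had 89.3 ± 16.1 CPM in the testis at 3 months and 58.9 ± 7.27 CPM at 21 months (log2 fold change -0.60, standard error 0.10, adjusted p = 0.00255; SD, n = 4). Its change passed 1.5-fold in the fit of all 8 libraries but not in 4 of the 8 fits that left out 1 library, where it ranged from -0.71 to -0.53. Hsd3b6 (ENSMUSG00000027869, chromosome 3, 98805504 to 98814443) rose from 59.1 ± 12.4 to 96.1 ± 13.9 CPM (log2 fold change 0.70, standard error 0.11, adjusted p = 0.00168), and without 3-month replicate 3 its log2 fold change was 0.56 and it was not called. One 21-month library, replicate 2, had 117 CPM of it and the other 3 had 87.5 to 90.2 CPM. Insl3 had 8.91 ± 1.27 and 7.04 ± 1.34 CPM (log2 fold change -0.34, standard error 0.13, adjusted p = 0.337), with 9.05 CPM in 21-month replicate 2 and 6.31 to 6.45 CPM in the other 3. Cyp17a1 had 214 ± 37.5 and 166 ± 36.6 CPM (log2 fold change -0.36, standard error 0.11, adjusted p = 0.172). Both had an unadjusted p under 0.05 and changed less than 1.5-fold. The log2 fold changes of Hsd3b1, Hsd17b3, Gpx1 and Sod1 were 0.14, -0.03, 0.09 and -0.03 (adjusted p = 0.607, 0.960, 0.831 and 0.898). The sign of Gpx1 and Hsd17b3 turned when 1 library was left out: Gpx1 was -0.01 without 21-month replicate 2, and Hsd17b3 0.08 without 21-month replicate 4. In the self-test on simulated counts, 98.5% of 2-fold changes in the testis were recovered at an unadjusted p under 0.05.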

Except for *Cyp11a1* and *3βhsd6*, there were no changes in the expression of genes previously identified as potential Leydig cell senescence markers (*e.g.*, *Insl3*). It is possible that the senescence of testicular cells is not synchronized, so that transcriptomic contents from all complex cell types of the testis may dilute the age-related changes in senescent cells. Thus, to gain a deeper molecular understanding of aging of the testis, a single-cell level RNA-seq by enriching for somatic cells in the testicular interstitial space are still needed (Green et al., 2018).

Given the complex anatomy of the epididymis, epididymal aging occurs in a region-dependent manner, especially in the proximal region. As shown by our anatomical observation, the blood supply is richest in the proximal epididymis, similar to a previous finding (Markey and Meyer, 1992). It has also been argued that caput epididymal mouse sperm were capable of supporting full embryonic development (Zhou et al., 2019). These lines of evidence suggest an important role of the proximal region of the epididymis during epididymal transit of sperm (Zhou et al., 2019). Therefore, we believe that the initial segment and caput epididymidis could be two of the most interesting regions for further detailed studies.

Several studies have focused on the changes of gene expression in epididymis with age. Epididymal function-related genes, including 5α-reductase type 1 and 2 (*Srd5a1/Srd5a2*) and proenkephalin (*Penk*), could be affected by aging in a region-specific manner (Viger and Robaire, 1995). Moreover, antioxidant enzyme activity in the epididymis may also decrease with age (Jervis and Robaire, 2002; Zubkova and Robaire, 2004). 

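In the caput, Penk (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) had 120.3 ± 55.2 CPM at 3 months and 56.6 ± 1.05 CPM at 21 months (log2 fold change -1.08, standard error 0.24, adjusted p = 0.0192; SD, n = 4), and the ages did not overlap. The 3-month libraries varied more than the 21-month ones, and its log2 fold change was -0.75 without 3-month replicate 2 and reached -1.29 in the other fits that left out 1 library. In the initial segment, corpus and cauda its log2 fold changes were -0.27, -0.21 and -0.12 (adjusted p = 0.521, 0.281 and 0.765). Whether the change differs between the caput and these regions was not tested. The log2 fold changes of Srd5a1 (ENSMUSG00000021594, chromosome 13, 69573449 to 69611442) were -0.17 in the initial segment, 0.02 in the caput, 0.16 in the corpus and -0.37 in the cauda (adjusted p = 0.304, 0.966, 0.421 and 0.552). Those of Srd5a2 (ENSMUSG00000038541, chromosome 17, 74016955 to 74047916) were -0.38, 0.31, -0.01 and -0.26 (adjusted p = 0.0587, 0.152, 0.980 and 0.567). Srd5a2 had 85.0 ± 15.6 and 65.2 ± 4.97 CPM in the initial segment, where its unadjusted p was under 0.05 and its change under 1.5-fold. The sign of the value near 0 of Srd5a1 in the caput turned when 1 library was left out (-0.12 to 0.24), and so did that of Srd5a2 in the corpus (-0.09 to 0.06).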

In our analysis of the murine epididymis, *Srd5a1* and *Srd5a2* showed no age-related changes, whereas *Penk* was downregulated by 0.47-fold in the caput epididymidis of mice. Additionally, we identified several key factors involved in epididymal aging of different regions. Of note, *Ptprc* is related to the differentiation of memory T cells and is related to the aging of the brain and optic nerve (El-Sayyad et al., 2014; Lagou et al., 2018; Mukherjee et al., 2019), whereas *Lck* is associated with renal aging (Larbi et al., 2004; Kim et al., 2019). Moreover, *Mapt* is a well-known gene encoding the microtubule-associated protein tau and has been implicated in Parkinson’s disease (Dhib-Jalbut, 2015). And *Ifit1* is related to brain aging and neuromuscular aging (Dhib-Jalbut, 2015; Zhang et al., 2020b). These genes may also play critical roles in the aging of each region of the epididymis.

We found that increased immune responses are generally associated with male reproductive tract aging. The male reproductive tract usually has immune privilege due to the blood–testis and blood–epididymis barriers. However, this balance may be disrupted during aging. With advancing age, a mild chronic proinflammatory state is commonly observed in the male reproductive tract (Frungieri et al., 2018). Inflammation in the male reproductive tract can be induced by infectious agents, urine reflux, hormonal changes, or other noninfectious factors (Azenabor et al., 2015). In the epididymis, it was reported that helper T lymphocytes, cytotoxic T lymphocytes, and monocytes increased within the epithelium of aged rats in a region-specific manner (Serre and Robaire, 1999). By contrary, genes related to “collagen fibril organization” and “extracellular matrix organization” were downregulated with age, including several fibrillar collagen family genes (*Col1*, *3*, *4*, and *5*) and Elastin (*Eln*, encoding elastic fibers). 

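The 8 collagen genes Col1a1, Col1a2, Col3a1, Col4a1, Col4a2, Col5a1, Col5a2 and Col5a3 were examined in each region (n = 4 libraries per age). At an unadjusted p under 0.05 and a change of 1.5-fold, 8 of 8 were downregulated at 21 months in the caput, the corpus and the cauda, 7 in the initial segment, 6 in the vas deferens, 5 in the efferent ductules and 4 in the testis. With an adjusted p under 0.05 and any fold change, 8 were lower in the caput, 7 in the corpus, 0 in the cauda, 7 in the initial segment, 5 in the vas deferens, 5 in the efferent ductules and 5 in the testis. In one fit of all 56 libraries these counts were 8 in the cauda, 4 in the corpus and 0 in the testis, where 3 had an unadjusted p under 0.05 and a change of 1.5-fold. The cauda had 4 with DESeq2, with the replicate number as a block and without a filter, and the caput had 4 with library size only. Their log2 fold changes ran from -2.19 to -1.03 in the caput, -1.88 to -0.59 in the corpus, -3.66 to -1.27 in the cauda, -1.92 to -0.58 in the initial segment, -1.76 to -0.36 in the vas deferens and -0.91 to -0.02 in the testis. In the efferent ductules they ran from -1.79 to 0.08. Col5a3 was the gene that did not fall there (ENSMUSG00000004098, chromosome 9, 20770050 to 20815067), with 104 ± 6.09 CPM at 3 months and 109 ± 41.6 CPM at 21 months. Its log2 fold change was -0.22 with library size only. In the 3-month cauda, replicate 3 was the highest library of the extracellular matrix genes, with a summed 17630 CPM against 5840 to 6056 CPM in the other 3.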

*Eln* expression was also downregulated in all seven regions of the male reproductive tract. These results indicate that the aging of the epididymis and other duct-like structures is closely associated with extracellular matrix changes (Birch, 2018; Romero-Ortuno et al., 2020). 

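Eln (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323) was lower at 21 months in each of the 7 regions, without overlap between the libraries of the ages in any of them (SD, n = 4). Its log2 fold change was -1.13 in the testis (standard error 0.18, adjusted p = 0.00168), -1.36 in the initial segment (adjusted p = 0.00127), -1.70 in the caput (adjusted p = 3.57e-04), -0.95 in the corpus (adjusted p = 0.00460) and -2.12 in the vas deferens (adjusted p = 0.00155). In the efferent ductules and the cauda it was -0.93 (adjusted p = 0.0542) and -2.46 (adjusted p = 0.0808), not past the adjusted threshold. Without 3-month replicate 3, which had 152 CPM against 41.6 to 50.7 CPM in the other 3, the value in the cauda was -1.81. In the vas deferens Eln fell from 169 ± 18.9 to 38.9 ± 20.6 CPM, and in the testis from 4.93 ± 1.05 to 2.24 ± 0.324 CPM. The age effect in the testis minus the mean of the other regions was 0.47 (log2, adjusted p = 1.00). Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) had log2 fold changes of -1.32, -1.14, -1.33, -1.63, -1.70, -1.49 and -1.15 from the testis to the vas deferens. In the testis and the cauda its adjusted p was 0.0756 and 0.188, and in the cauda the value was -0.82 without 3-month replicate 3.

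**Figure D2:**
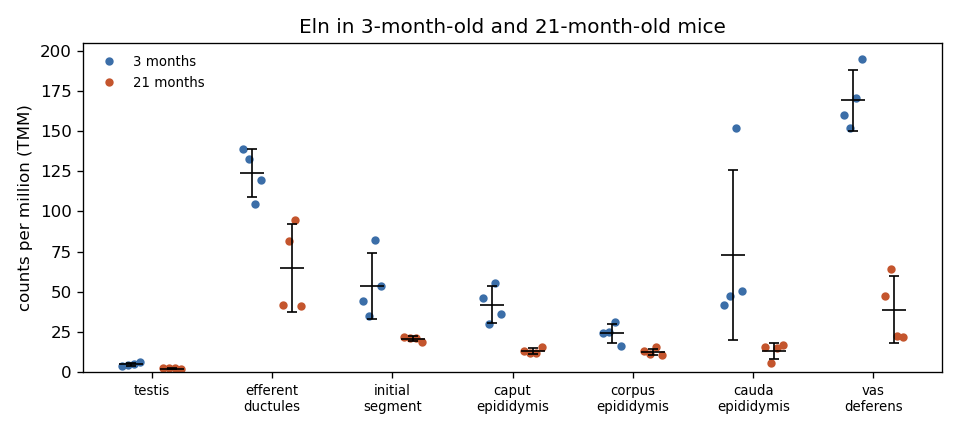
Expression of Eln in CPM (y axis) in each library of the 7 regions (x axis), with 3-month-old mice in blue and 21-month-old mice in orange; black bars are the mean of 4 libraries and error bars the SD. In the vas deferens the mean is 169 CPM at 3 months and 38.9 CPM at 21 months.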

Considering that the expression profiles of the male reproductive tract can be affected by testosterone and other sex hormones (Hu et al., 2014; Ramli et al., 2019), the potential for some of these transcriptome changes may be secondary to the decline in testicular endocrine function cannot be ruled out. 

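In the caput, Defb18 (ENSMUSG00000073735, chromosome 1, 18236473 to 18237443) had 68.01 ± 35.7 CPM at 3 months and 156 ± 42.5 CPM at 21 months (log2 fold change 1.20, standard error 0.29, adjusted p = 0.0271; SD, n = 4), with 220 CPM in 21-month replicate 2 and 129.5 to 139.9 CPM in the other 3. Defb19 (ENSMUSG00000050645, chromosome 2, 152576086 to 152580312) rose from 5.57 ± 2.10 to 73.2 ± 39.7 CPM (log2 fold change 3.78, standard error 0.38, adjusted p = 2.88e-04). Defb20 (ENSMUSG00000049560, chromosome 2, 152477063 to 152479934) rose from 849.6 ± 461 to 1710 ± 175 CPM (log2 fold change 1.01, standard error 0.26, adjusted p = 0.0351), although 3-month replicate 3 had 1537 CPM against 547 to 668 CPM in the other 3. Defb39 (ENSMUSG00000061847, chromosome 8, 19052826 to 19064810) rose from 153.2 ± 41.6 to 246 ± 25.7 CPM (log2 fold change 0.68, standard error 0.17, adjusted p = 0.0260), and was not called without 3-month replicate 1, where its log2 fold change was 0.54. Defb40 (ENSMUSG00000053678, chromosome 8, 18974940 to 18978256) had 0.511 ± 0.463 and 3.18 ± 3.05 CPM, with overlap between the ages, and passed the unadjusted threshold only (log2 fold change 2.44, standard error 0.71, adjusted p = 0.0516). With 1 library left out, its log2 fold change ran from 1.60, without 21-month replicate 2, to 3.19, without 3-month replicate 1.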

Several members of Defensin Beta family (*Defb* 18, 19, 20, 39, 40) were both age-related and regulated by orchiectomy and testosterone replacement in mouse caput epididymidis (Hu et al., 2014). In addition, lumicrine signaling from testis also affected the development and function of epididymis (Kiyozumi et al., 2020), and some unknown testicular factors could affect the expression of immunoregulatory genes in the epididymal caput (Wijayarathna et al., 2021). Thus, it is possible that lumicrine factors might also affect epididymis aging.

Further, our dataset provides an RNA-seq resource for identification of region-specific genes and age-related genes which could be used as potential biomarkers. The seminal plasma harbors cell-free DNA, RNA (including miRNA, piRNA, tsRNA, lncRNA, and mRNA), peptides, and proteins released or secreted by different regions of the male reproductive tract. According to our previous study, testis-specific RNA could be used as a predictor of the sperm retrieval rate of patients with non-obstructive azoospermia (NOA) (Xie et al., 2020; Chen et al., 2021). Additionally, germ cell-specific (DEAD-box helicase 4), seminal vesicle-specific (Semenogelin 1), and prostate-specific (Transglutaminase 4) mRNAs in seminal plasma could be markers for identifying the presence of germ cells or the rough localization of complete obstructive azoospermia (Li et al., 2012). Although many studies have explored region-specific genes or proteins, few have evaluated the potential clinical applications of these massive data sets. In this study, we screened for and validated several potential markers, including eight testicular markers and four epididymal markers both for mouse and human. Notably, seminal *PRM1* and *PRM2* were previously identified as biomarkers of assisted reproductive technology outcomes (Sukhikh et al., 2012) or sperm retrieval outcomes in patients with NOA (Haraguchi et al., 2009), while ADAM28 is downstream of Ovochymase 2 in male reproductive lumicrine signaling (Kiyozumi et al., 2020).

We also made our efforts to explore the biomarkers for the male reproductive tract aging in mice. In the present study, *Pla2g2d* was functionally related to the top enriched biological process for the upregulated DEGs in the testis and four regions of the epididymis, as well as one of the common age-related DEGs among all seven regions, suggesting a critical role in male reproductive aging. Moreover, the change in PLA2G2D expression levels in human seminal plasma was detected at approximately 35 years of age, consistent with the reported peak of human semen parameters (Stone et al., 2013) and serum testosterone (Wu et al., 2008; Salonia et al., 2019), suggesting that PLA2G2D is an early indicator of male reproductive decline, preceding decreases in semen parameters. *Pla2g2d* is involved in lung aging, as evidenced by its 50-fold higher expression in middle-aged than in young mice (Vijay et al., 2015). However, very limited literature has focused on the detailed role of Pla2g2d in aging or male reproduction. It will be interesting to investigate *Pla2g2d* and other age-related genes as possible interference targets in male reproductive aging.

In conclusion, this study showed that the dramatic age-related changes occurred in the testis and proximal epididymis, and increased immune response, such as the T cell activation, was closely associated with male reproductive tract aging. Additionally, our findings provide an RNA-seq resource for identification of region-specific genes could be used as potential biomarkers in azoospermia, and suggests that targeting the immune response pathways may be used to delay aging. To gain in-depth understanding of the biology of male reproductive aging, functional experiments of the genes identified in this study are needed. And higher resolution transcriptome studies, such as single-cell RNA sequencing, could be conducted in the testis and proximal epididymis for detailed analysis in the future.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO repository (GSE181426).

How the deposited data were processed for this re-analysis (not part of the article)

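The analysis used 56 RNA-seq libraries, 4 from each of 7 regions of the reproductive tract of 3-month-old mice and 4 from each region of 21-month-old mice. The values are read counts per Ensembl gene that the authors made and deposited as whole numbers, without normalization. According to the paper's methods, stranded total RNA libraries were sequenced as paired-end reads and aligned with Hisat2 to GRCm38. HTSeq is named only in the title of the deposited table. Software versions, the annotation release, the counting mode, the strand setting and any filter are not stated in the text. Whole numbers were checked in every library, and no library was left out. Samples were grouped by the region, age and replicate number that their descriptions give. Gene symbols, positions and types came from GENCODE M21, which gave a symbol to 53274 of the genes. Samples from human donors, quantitative PCR and histology are not in the deposited counts and were not analysed here.

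The median library had 16384049 counts. A fold change against a group with at most 3 counts is given as a lower bound, computed against this floor.

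Age was tested in each region separately with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with TMM normalization, on genes with a total of at least 10 counts. Genes were called at an unadjusted p under 0.05 and a fold change of at least 1.5, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside this. Region-specific genes were called in the 28 libraries of the 3-month-old mice, at an unadjusted p under 0.05 and a mean at least 4 times that of the other 6 regions combined. A fit of all 56 libraries tested whether the age effect differed between the testis and the mean of the other 6 regions, adjusted over all genes. Every adjusted p beside a gene comes from the edgeR quasi-likelihood test. Adjusted p-values of gene lists come from limma 3.58.1, by camera with a preset correlation of 0.01 on voom values, adjusted over all lists and regions. Standard errors are those of the fitted log2 fold change. Similarity was measured by Pearson's correlation of log2(CPM + 1) and clustering by average linkage.

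The 14 gene lists were written from general knowledge of marker genes before the data were examined, but after reading the paper and its supplements. For each list, the number of genes that the paper's supplementary tables also name is a minimum, since the copies of several tables were incomplete and the table of human samples was not used. The lists were T cell (at least 20 of 31 genes), B cell and plasma cell (8 of 20), macrophage (7 of 20), interferon response (15 of 30), extracellular matrix (31 of 40), germ cell (38 of 40), adipocyte (15 of 21), skeletal muscle (19 of 21), red blood cell (3 of 12), endothelium (13 of 20), smooth muscle (17 of 18), Leydig cell (10 of 15), proliferation (16 of 20) and motile cilia (11 of 20). No gene was in more than 1 list.

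The genes named in the text were fixed by a rule set at the same time. They are the genes that the paper names as results of these libraries, the genes of its terms for water homeostasis and defense response, and in each region and direction the 2 genes with the largest fold change. For the latter, an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the ages were required. Genes named outside this rule are marked as chosen after their values were seen.

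The alternatives set at the same time were DESeq2 1.42.0 with its Wald test, DESeq2's size factors in the edgeR fit, library size only, edgeR's filterByExpr, no filter, all 56 libraries in one fit, the replicate number as a block, an adjusted p, and leaving out each library or replicate number in turn. For regions they also included a comparison with each of the other 6 regions, a fold change on the log scale and a fit of 2 groups. For similarity they were Spearman's correlation, log2(CPM + 0.1), the region-specific genes only and library size only, and for lists fry and a correlation estimated from the data. A fit without Gm42418 was added after seeing the data. For each comparison of groups, the libraries were also split in every other way into groups of the same sizes (35 splits of 4 and 4), or in 100 groupings drawn at random for the regions.

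The replicate number was examined as a possible mark of the mouse. Deviations of log2 CPM from the group mean, across genes, correlated at 0.0360 on average between libraries of different regions with the same number and at -0.0129 with different numbers at 3 months, and were higher for the same number in 13 of 21 pairs of regions. At 21 months the values were 0.00401 and -0.00152, in 12 of 21 pairs. The means for the same number ran from -0.163 (efferent ductules and initial segment) to 0.233 (caput and corpus) at 3 months, and from -0.129 (cauda and vas deferens) to 0.156 (corpus and cauda) at 21 months. Each of the 4 correlations was above 0.1 between the corpus and cauda at 3 months (mean 0.166, lowest 0.121) and in no other pair of regions at either age, so that the number pairs the libraries of these 2 regions. With the number as a block, 930 genes were specific to the corpus and 810 to the cauda, against 931 and 810 without it. The number was used as a block only in an alternative. In the fit of all 56 libraries for the testis difference, the block was set within each age. In the fits of one region by age, it joined 3-month and 21-month libraries of the same number, which come from different mice. There it does not adjust for the mouse.

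The models were tested on simulated data with known changes, made from the mean levels of genes in these libraries. Dispersions were taken from the data, except for the differences between regions in the age effect, where 1 assumed dispersion was used for all genes. Of 200 genes changed 2-fold, an adjusted p under 0.05 recovered 91.5% in the testis, 70.5% in the efferent ductules, 78% in the initial segment, 81% in the caput, 87.5% in the corpus, 39% in the cauda and 73% in the vas deferens, with 2 to 7 false calls. At an unadjusted p under 0.05, 87 to 98.5% were recovered, with 467 to 888 false calls. A T cell list raised 1.5 times was found with an adjusted p of 3.54e-11 by camera, and 0 of the other lists were called. The simulated genes were given no correlation with each other. This result therefore cannot tell how often camera calls lists whose genes vary together. In the real libraries, 64 of 98 tests of a list in a region had an adjusted p under 0.05 with camera's preset correlation. With a correlation estimated from the data, 0 of them did. For regions, 100% of genes raised 8 times in the cauda were recovered, with 30 other genes called. The test of a difference between regions in the age effect was first required to recover more than 70% of 2-fold differences. It recovered 61%, with 3 other genes called, and the requirement was then moved to 4-fold differences, of which it recovered 100%, with 9 other genes called.

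Which lists and genes are summarized, which list genes are given by abundance, and which genes are drawn in figures was decided after the results were seen.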

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

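The tests of sequencing depth, of the Leydig cell list, of the extracellular matrix list by groups of regions, of haemoglobin, of the splits by single genes of a list, of the FPKM values in Supplementary Table S6, of initial segment genes in the efferent ductules and of the cauda library were chosen only after the result was seen.

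A library far from the other 3 of its group, by Dixon's test at 95%, was found in 29 of 299 groups of 4 libraries, against about 15 expected by chance. Of these, 1 was a library measure (42 groups, 2.1 expected), 4 were sums over lists (42 groups, 2.1 expected) and 24 were genes (215 groups, 10.8 expected).

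Gm42418 took 49.7% of the counts of 3-month replicate 2 in the caput and 6.54 to 9.49% in the other 3 libraries. Few genes taking much of the counts is a technical explanation for the age-related genes of the caput. Without this library 2906 genes were called there, against 3351 with it, within 1.5 times, which argues against that library as their source. The share also differs between the ages in the efferent ductules, from 1.27 to 3.29% at 3 months (median 2.28%) and 4.93 to 22.2% at 21 months (median 16.7%). With the log2 share as a covariate, 2489 genes were called there in place of 3331, with a correlation of 0.818 between the log2 fold changes of called genes. A count within 1.5 times was set beforehand as the sign that the share is not the source. The number with an adjusted p under 0.05, however, fell from 1222 to 15, and the share itself correlates with age at 0.880 across the 8 libraries. For these genes, the effect of the share and that of age therefore cannot be told apart. Age stays open as an explanation, untested apart from the share. With the same covariate, the called genes of the other 6 regions stayed within 1.5 times, at 831 in the testis, 2727 in the initial segment, 3044 in the caput, 2095 in the corpus, 1617 in the cauda and 3721 in the vas deferens. Those with an adjusted p went from 76 to 47, 1239 to 1078, 1446 to 1232, 504 to 590, 33 to 0 and 2777 to 1783 in the same order. In the corpus the share had a median of 17.7% at 3 months and 26.6% at 21 months, and it correlated with age at 0.557.

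In the cauda, 3-month replicate 3 stood apart in several measures at once. The T cell list summed to 194 CPM (56.8 to 62.7 in the other 3 libraries), the extracellular matrix list to 17630 CPM (5840 to 6056), Eln to 152 CPM (41.6 to 50.7), Lox to 75.1 CPM (20.1 to 25.6), Ifit1 to 15.1 CPM (8.26 to 8.54) and Ifit3 to 25.4 CPM (7.51 to 9.01). More connective tissue or blood cells in that piece of tissue could raise these genes, and so could a biological state of that mouse. As the source of the fall of the extracellular matrix list with age it is argued against, since the median log2 fold change without that library was -0.97. What set this library apart was not tested.

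The other values of single libraries that stood apart were these. In the caput at 3 months, the extracellular matrix list summed to 4325 CPM in replicate 3 (2916 to 3136 in the other 3) and Defb20 had 1537 CPM in the same library (547 to 668). At 3 months in the efferent ductules, replicate 3 had 869 CPM of the germ cell list (394 to 420.3), replicate 4 had 19.3 CPM of B3galt2 (9.82 to 10.4) and replicate 1 had 0.0602 CPM of Igkv3-2 (0 in the others). At 21 months, replicate 1 of the efferent ductules had 23.9 CPM of Ccl8 (7.23 to 9.89) and 6.27 CPM of Cd209b (3.08 to 3.33), and replicate 4 had 0.860 CPM of Sgpp2 (0.324 to 0.370). In the testis, Eln was 1.76 CPM in 21-month replicate 4 (2.36 to 2.43), Klk1b21 24.2 CPM in 3-month replicate 3 (9.31 to 11.5), and 21-month replicate 2 had 117 CPM of Hsd3b6 (87.5 to 90.2) and 9.05 CPM of Insl3 (6.31 to 6.45). The initial segment's 3-month replicate 2 had 3.90 CPM of Igkc (0.575 to 0.655). In the caput at 21 months, replicate 2 had 220 CPM of Defb18 (129.5 to 139.9). In the corpus, Gm12888 was 0.0595 CPM in 3-month replicate 1 (0 in the others), Ighg1 0.0879 CPM in 3-month replicate 3 (0 in the others) and 6.59 CPM in 21-month replicate 3 (0.247 to 1.03), and Pnpla3 5.10 CPM in 3-month replicate 3 (1.01 to 1.67). In the cauda, BC048679 was 3.49 CPM in 3-month replicate 1 (1.78 to 1.90), and 21-month replicate 2 had 5.83 CPM of Eln (15.3 to 16.6) and 8.26 CPM of Gm12888 (5.01 to 5.44). For the vas deferens, Igkv19-93 was 38.8 CPM in 21-month replicate 2 (0.810 to 3.16). No explanation for these single values was tested.

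The germ cell list of 3-month replicate 3 in the efferent ductules decides the result of that list there. Its median log2 fold change was -0.17 (adjusted p = 0.105) with all libraries, 0.74 (adjusted p = 2.72e-10) without that library, and -0.01 (adjusted p = 0.0379) without 21-month replicate 3, and 27 of the 35 splits gave a p as small as the ages. Testis tissue or sperm in that library is a hypothesis that was not tested.

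For the age effect that differs between the testis and the other 6 regions, 24 genes passed an adjusted p of 0.05. Fetub had both the smallest p and the largest difference, 3.36 (log2). Of 35 splits taken alike in every region, 1, the real one, gave as many genes under a simpler fit, and no other gave any. Fewer age-related genes in the testis could come from a larger spread or a lower depth of its libraries. The biological coefficient of variation was 0.0772 against a median of 0.181, and the median total 18923172.5 against 15873010.75, so both are argued against. A tissue difference stays open and was not tested otherwise.

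The B cell and plasma cell list was higher at 21 months in 7 regions, which the paper's text does not report on. Its median log2 fold change was 0.44 in the testis, 2.01 in the efferent ductules, 0.85 in the initial segment, 0.69 in the caput, 1.06 in the corpus, 0.96 in the cauda and 4.76 in the vas deferens (adjusted p = 0.00239, 8.02e-09, 0.00376, 0.0441, 1.37e-08, 1.77e-10 and 2.82e-11). With genes at 3 counts or fewer at their bound, the medians were 0.10 in the testis, 0.23 in the initial segment and 0.24 in the caput. Of 16, 20, 15, 18, 20, 20 and 20 genes tested, 12, 19, 9, 15, 19, 18 and 20 were higher. After adjusting p over the list alone, 3, 13, 5, 2, 10, 8 and 20 were upregulated, and over all genes 1, 8, 4, 2, 8, 2 and 19. The calls in the testis, corpus, cauda and vas deferens held under fry (adjusted p = 0.0220, 0.0150, 0.0480 and 0.0102), and the others did not. Of the 35 splits, 1, 5, 4, 11, 1, 2 and 1 gave a p as small. Its most abundant gene in the ducts, Ighm, rose from 17.3 to 703 CPM in the vas deferens and from 22.8 to 294 CPM in the efferent ductules. The call in the caput was lost without 21-month replicate 1 (0.46), 3-month replicate 1 (0.86), 3-month replicate 3 (0.88) or 3-month replicate 4 (0.56). The median in the initial segment ran from 0.47 without 21-month replicate 4 to 1.68 without 3-month replicate 3, and was 1.41 without 21-month replicate 1, 1.33 without 21-month replicate 2, 1.54 without 3-month replicate 2 and 0.56 without 3-month replicate 4. A lower share of the main cell type would raise the lists of all other cell types. The endothelium and smooth muscle lists both rose in 0 of the regions with a higher T cell list. Both had negative medians in the initial segment, caput, corpus and cauda, which argues against it for the T cell list there. The smooth muscle list alone rose in the efferent ductules (0.23, endothelium 0.15) and the vas deferens (0.27, endothelium -0.39), so it stays open in these regions. It was not tested for the B cell and plasma cell list. Blood left in the tissue would bring haemoglobin transcripts. In the vas deferens, 4 haemoglobin genes summed to a mean of 122.5 CPM at 3 months (92.3 to 167) and 71.97 CPM at 21 months (8.73 to 137), and the red blood cell list fell there, which argues against blood as the source of the rise in this region. They rose from 23.8 to 73.46 CPM in the efferent ductules and from 44.99 to 145 CPM in the corpus, without overlap between the ages, so blood could contribute there. The ages overlapped in the testis (10.01 and 18.94 CPM), initial segment, caput and cauda, which leaves blood open in these regions. More B cells or plasma cells with age stays open in every region and was not tested.

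The T cell list had a p as small under 3 of 35 splits in the testis, 3 in the efferent ductules, 1 in the initial segment, 3 in the caput, 1 in the corpus, 7 in the cauda and 2 in the vas deferens. The real split was the only one in the initial segment and the corpus. For the extracellular matrix list these numbers were 1, 1, 1, 1, 2, 1 and 2, and for the germ cell list 35, 27, 3, 6, 19, 35 and 17. By these values alone, a grouping of the libraries unrelated to age is not excluded at a share of 0.05 for the T cell list in 5 regions, for the extracellular matrix list in the corpus and vas deferens, and for the germ cell list in any region. Genes of the list with p adjusted over all genes, counted in one direction, argue against it in part. The ages gave 9 T cell genes in the efferent ductules, 13 in the initial segment, 9 in the caput and 28 in the vas deferens. They gave 7 extracellular matrix genes in the testis, 15 in the efferent ductules, 30 in the initial segment, 30 in the caput, 32 in the corpus and 25 in the vas deferens, and 30 germ cell genes in the initial segment and 4 in the caput. The real split was the only 1 of 35 with as many in each of these cases, and the other splits gave 0. Such a grouping stays open for the T cell list in the testis and cauda, and for the germ cell list in the other 5 regions. For the number of age-related genes, the real split was the only 1 of 35 with as many in each of the 7 regions. The same holds for the 9 genes upregulated and the 7 downregulated in all 7 regions, and for the region-specific genes among 100 groupings, where 1 had as many.

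The red blood cell list was higher at 21 months in 5 regions, with medians of 1.31 in the efferent ductules, 0.91 in the initial segment, 1.14 in the caput, 1.64 in the corpus and 0.39 in the cauda (adjusted p = 4.92e-04, 0.0201, 0.0382, 2.13e-05 and 0.0368), and lower in the vas deferens (-0.59, adjusted p = 0.0201). Of 11, 11, 10, 10, 10 and 11 genes, 10, 11, 9, 10, 9 and 2 were higher. With genes at their bound the medians were 0.89 in the initial segment, 1.00 in the caput, 1.57 in the corpus and 0.30 in the cauda. When p was adjusted over the list alone, 5, 0, 3, 8 and 2 genes were upregulated in the former and 1 was downregulated in the vas deferens, and over all genes 4, 0, 1, 4 and 0, and 1. Of all genes, 4756 in the initial segment and 2704 in the cauda had an unadjusted p under 0.05. No call of the red blood cell list held under fry, and 5, 15, 17, 6, 10 and 19 splits of 35 gave a p as small. The red blood cell calls in the initial segment, caput, cauda and vas deferens were lost without 21-month replicate 4. The medians were then 0.41 in the initial segment, 0.28 in the caput, 0.14 in the cauda and -0.38 in the vas deferens. In the corpus the median was 0.83. The list was still called higher in 2 regions, the efferent ductules and the corpus. The calls were also lost without 21-month replicate 3 (0.95) or 3-month replicate 3 (0.80) in the initial segment, without 3-month replicate 1 (0.97) or 3-month replicate 3 (1.17) in the caput, and without 21-month replicate 3 (0.34), 3-month replicate 1 (0.30) or 3-month replicate 3 (0.41) in the cauda. The median in the vas deferens was -1.13 without 21-month replicate 2. In the testis the list was called without 21-month replicate 1 (0.57), 21-month replicate 3 (0.47) or 3-month replicate 4 (0.42). The most abundant gene of the list in the ducts, Fech, was nearly flat (66.6 and 71.3 CPM in the efferent ductules). Blood left in the tissue stays open for the rises.

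The skeletal muscle list was higher at 21 months in the testis (0.30, 0.10 with bounds, adjusted p = 4.43e-05, 15 of 18 genes higher) and in the vas deferens (2.07, 1.06 with bounds, adjusted p = 4.39e-04, 18 of 21 higher), and 1 and 12 of 35 splits gave a p as small. When p was adjusted over the list alone, 2 and 13 genes were upregulated, and over all genes 1 and 9. Only the call in the testis held under fry (adjusted p = 0.00284), and the median there was 0.18 without 21-month replicate 1. The most abundant gene in the vas deferens, Acta1, fell from 258 to 176 CPM while the rest of the list rose from between 288 and 346 CPM to between 482 and 615 CPM. The motile cilia list was higher in the testis (0.0738, adjusted p = 0.0122, 14 of 18 higher) and the vas deferens (0.76, adjusted p = 0.00239, 16 of 18 higher), with 8 and 6 splits as small. The call of motile cilia in the vas deferens held under fry (adjusted p = 0.0319), and that in the testis did not hold without 21-month replicate 1 (0.05) or 3-month replicate 3 (0.08). Its most abundant gene in the vas deferens, Dnah5, had 15.5 and 17.9 CPM. It was called in the efferent ductules without 21-month replicate 2 (0.15) or 21-month replicate 3 (0.14), and lower in the initial segment without 21-month replicate 1 (-0.50). The smooth muscle list was higher in the efferent ductules (0.23, adjusted p = 0.0126, 13 of 18 higher) and the vas deferens (0.27, adjusted p = 0.00577, 14 of 18 higher), with 2 and 17 splits as small, and the former call held under fry (adjusted p = 0.0271). Neighbouring muscle or another cell type in the pieces was not tested for these rises, and age stays open.

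Genes of the initial segment were found in the 21-month efferent ductules. The median over the paper's 20 top initial segment genes was 4.13% of the initial segment level in replicate 2 and 1.89% in replicate 3, with 20 and 19 of the genes above all 3-month libraries. In replicates 1 and 4 the numbers were 5 and 6. Among 176 other initial segment genes, 86.9% were above all 3-month libraries in replicate 2 and 72.7% in replicate 3, against 19.3% in replicate 1 and 21% in replicate 4. Initial segment tissue carried over into the pieces of replicates 2 and 3 is consistent with these values, and the test was made on the same libraries in which the pattern was noticed. Of the 1734 genes upregulated with age in the efferent ductules, 192 were among the 856 initial segment genes, and Rnase10 was high only in these libraries.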

How the results depend on the processing

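The alternatives were set beforehand except the fit without Gm42418, which was chosen after seeing the data. No cause was tested for a change unless one is named.

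Each gene reported by age was compared under every setting. Of the 1842 comparisons of the 109 genes, 1783 kept their direction and their side of the threshold, 42 lost their call and 17 changed sign, and 79 genes never changed. The adjusted p lost the calls of 20 genes. DESeq2 gave no p for 1 of the 109 genes, and filterByExpr tested 99 of them. Of 210 comparisons of the 15 genes by region, 207 were unchanged and 3 lost their call, and 12 genes never changed. Counts by age stayed within 1.5 times in 283 of 323 comparisons and counts by region in 91 of 112. The number of regions in which each further list was called was unchanged in 299 of 352, and further list results were unchanged in 29 of 32, with 3 weaker. Of the 336 comparisons of the T cell, extracellular matrix and germ cell lists in the 7 regions, 292 were unchanged, 24 weaker, 8 stronger and 12 of the opposite sign, and 0 of these 21 results were unchanged under every setting. Of 47 comparisons of the similarity of the regions, the shares of the components, the clustering by age and the age effect that differs in the testis, 17 were unchanged and 30 moved. The number of collagens lower with an adjusted p was unchanged or within 1.5 times in 42 of 49.

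With DESeq2's Wald test, 2 genes, Eln and Lox, were downregulated in all 7 regions, and 476 genes were specific to the cauda epididymidis. With library size only, the efferent ductules had 639 upregulated and 4973 downregulated genes, the caput 1863 and 1288 and the corpus 548 and 1623. The upregulated share of the called genes went from 52.1 to 11.4% in the efferent ductules, from 35.9 to 59.1% in the caput and from 50.9 to 25.2% in the corpus, since this scaling shifts all genes there. The genes downregulated in all regions were then 11. The age effect differed between the testis and the other regions for 7 genes. The T cell list in the testis had an adjusted p of 0.0255, the germ cell list in the efferent ductules one of 9.49e-04, and the germ cell list in the testis one of 0.434 with the opposite sign.

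With filterByExpr, which tests fewer genes, the testis had 234 upregulated and 219 downregulated genes, the initial segment 770 and 695, the caput 1205 downregulated and the cauda 538 upregulated. In all 7 regions 3 genes were upregulated, namely Ccl8, Ighm and Pla2g2d, and 4554 were downregulated in at least 1. Region-specific genes numbered 1243 in the efferent ductules, 483 in the caput, 560 in the corpus, 378 in the cauda and 10762 in total. The age effect differed between the testis and the others for 43 genes. Without a filter, 1787 genes were specific to the caput and 1540 to the vas deferens, and the T cell list in the testis had an adjusted p of 0.0160.

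In one fit of all 56 libraries, 2850 genes were downregulated in the efferent ductules and 2380 in the initial segment, 1373 were upregulated and 2042 downregulated in the cauda, and 4 were downregulated in all 7 regions, namely Col1a2, Col3a1, Eln and Lox. With an adjusted p, which is stricter by construction, the numbers up and down were 52 and 24 in the testis, 732 and 490 in the efferent ductules, 687 and 552 in the initial segment, 477 and 969 in the caput, 275 and 229 in the corpus, 18 and 15 in the cauda, and 1963 and 814 in the vas deferens. In at least 1 region they were 3483 and 2662, and in all 7 regions 1, Igkc, and 0. At an unadjusted p under 0.05, the latter was 7.

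For the regions, a fold change on the log scale gave 3333 specific genes in the efferent ductules, 1765 in the initial segment, 2235 in the caput, 1914 in the corpus, 2067 in the cauda and 1777 in the vas deferens. Against each of the other 6 regions in turn they were 793, 292, 220, 220, 201 and 262 in the same order, and 9695 in total with the testis.

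With Spearman's correlation, libraries split first by age in 4 regions, and the efferent ductules correlated with the later regions at 0.898. With log2(CPM + 0.1), these values were 4 and 0.913. With the region-specific genes only, the split was by age in 2 regions and the correlations of the efferent ductules were 0.512 with the testis and 0.743 with the later regions. Library size only moved the shares of the components to 54.3 and 15.2%, and log2(CPM + 0.1) moved the first to 54.5%. With the region-specific genes only they were 60.3 and 13.9%, and with log2(CPM + 0.1) the second was 12.9%.

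With fry, the adjusted p of the T cell list was 0.0319 in the testis and 0.279 in the cauda. That of the germ cell list was 0.0794 in the caput, 0.507 in the corpus, 0.281 in the vas deferens, and 0.958 with the opposite sign in the testis. With the correlation estimated from the data, the T cell list had 0.114 in the efferent ductules, 0.110 in the initial segment, 0.114 in the caput, 0.114 in the corpus, 0.335 in the cauda and 0.290 in the vas deferens. The extracellular matrix list had 0.110 in the testis, 0.114 in the efferent ductules, 0.207 in the initial segment, 0.134 in the caput, 0.114 in the corpus, 0.143 in the cauda and 0.187 in the vas deferens. The germ cell list had 0.223 in the initial segment, 0.335 in the caput, 0.591 in the corpus and 0.569 in the vas deferens. Of 21 tests of these 3 lists, 17 were below 0.05 with camera, 13 of them also with fry and 0 with the estimated correlation.

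The replicate number as a block changed the age effect that differs between the testis and the others to 34 genes and gave the germ cell list in the cauda an adjusted p of 0.880 with the opposite sign. With this block, 4 collagens were lower with an adjusted p in the cauda, against 0 without it.

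Values near 0 changed sign under several settings. Srd5a2 in the corpus, -0.01, was 0.004085 with DESeq2, 0.004126 with DESeq2's size factors, 0.001138 with filterByExpr, 0.008881 in one fit of all libraries and 0.007136 without Gm42418. With library size only, Mapt in the caput was 0.08989 and Srd5a1 in the corpus -0.003097, against -0.09 and 0.16.

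With each library or replicate number left out in turn, the downregulated genes of the cauda ranged from 771, without 3-month replicate 3, to 1416, without 3-month replicate 4. The age effect differed between the testis and the others for 1 to 6 genes, and the fits with fewer samples have less power. Libraries split first by age in 2 to 3 regions. The correlation of the efferent ductules with the testis ranged from 0.667 to 0.686 and with the later regions from 0.901 to 0.904. The first component held 56.4 to 57.3% and the second 13.4 to 14.0%. The adjusted p of the T cell list in the testis ranged from 0.0444, without 3-month replicate 1, to 0.106. That of the germ cell list ranged from 0.115 to 0.904 in the testis, from 2.72e-10 to 0.703 in the efferent ductules, from 0.00230 to 0.0603 in the caput, from 1.43e-05 to 0.575 in the corpus and from 0.00766 to 0.926 in the cauda. Its median in the corpus was 0.28, and 0.06 without 21-month replicate 4 and 0.14 without 3-month replicate 1. In the cauda it was -0.04, and -0.31 without 21-month replicate 4. In the caput, the call was lost without 3-month replicate 4 (-0.37).

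Signs also turned for Gpx1 (-0.008729 to 0.15) and Hsd17b3 (-0.13 to 0.07865) in the testis, Mapt (-0.16 to 0.0551) and Srd5a1 (-0.12 to 0.24) in the caput and Srd5a2 (-0.08837 to 0.05804) in the corpus.

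Fewest 2-fold changes were recovered on simulated counts with an adjusted p in the cauda, 39%, where the biological coefficient of variation was 0.279, the largest of the 7 regions. For genes with 3 counts or fewer at one age, the depth allows a lower bound only.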

Differences from the paper's values

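Values read from the paper's figures are given after the word about. The numbers of genes found here use an unadjusted p. A gap is called closed where a value comes within 1.5 times of the paper's, so a small change of a value near that limit can close it.

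In at least 1 region, the paper counts 2926 upregulated and 2586 downregulated genes, against 7122 and 7048 here. Among the alternatives set before the data were examined, an adjusted p gave 3483 and 2662, within 1.5 times of the paper's numbers, and none of the others closed the gap. In single regions the adjusted p closed some of the gaps given below and not others. It gave 52 and 24 genes in the testis, against the paper's 161 and 111. In the cauda it gave 18 and 15, against about 440 and about 940. The match of the totals therefore does not show that the paper adjusted p. In all 7 regions the paper names 5 upregulated genes and 2 downregulated genes, against 9 and 7 here. The number upregulated came within 1.5 times when 1 library was left out: 7 without 3-month replicate 3, 6 without 3-month replicate 4, 6 without 21-month replicate 1, and 7 without 21-month replicates 2, 3 or 4. The other settings did not close this gap. The number downregulated was 2 with DESeq2's Wald test, the genes being Eln and Lox, and no other setting closed the gap.

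In the testis, Supplementary Table S8 lists 161 upregulated and 111 downregulated genes, the paper's values, against 426 and 389 here. With filterByExpr 234 were upregulated, which closes the first gap, and no other setting did. None closed the second. The log2 fold changes of the testis genes compared with the paper equalled those of DESeq2 here, for example 3.735 for Pla2g2d and -1.328 for Lox. With DESeq2, the gaps in the counts nevertheless stayed.

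For the other regions the paper's numbers come from Fig. 4H, read by eye. Downregulated genes of the efferent ductules were about 600 in Fig. 4H, against 1597 here, and the adjusted p (490) closed the gap. For the initial segment, the paper's about 480 upregulated genes compare with 1500 here, closed by the adjusted p (687), and its about 900 downregulated genes with 1359 here. That gap was closed by DESeq2 (1075), DESeq2's size factors (1337), library size only (1329), filterByExpr (695), the block (1215) and leaving out 3-month replicate 1, 2, 3 or 4 (1270, 1133, 1173 and 1330) or 21-month replicate 2, 3 or 4 (1267, 1145 and 1167), and not by the other settings.

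For the caput, Fig. 4H shows about 690 upregulated genes, against 1203 here, closed by DESeq2 (1022), filterByExpr (827), the adjusted p (477) and leaving out 21-month replicate 1 (1017) or 2 (1026). It shows about 870 downregulated genes, against 2148 here, closed by library size only (1288), filterByExpr (1205) and the adjusted p (969). For the corpus it shows about 550 upregulated genes, against 867 here, closed by DESeq2 (768), library size only (548), filterByExpr (617), the block (788) and leaving out 3-month replicate 3 (812), 21-month replicate 1 (801) or 21-month replicate 4 (788). Its about 460 downregulated genes compare with 836 here, closed by DESeq2 (663), filterByExpr (589) and leaving out 3-month replicate 4 (679). For the cauda it shows about 440 upregulated genes, against 912 here, closed by filterByExpr (538). For the vas deferens it shows about 2000 upregulated genes, against 3118 here, closed by DESeq2 (2942), library size only (2831), filterByExpr (2101), the block (2916), the adjusted p (1963) and leaving out 3-month replicate 1, 2, 3 or 4 (2864, 2971, 2894 and 2686) or 21-month replicate 3 or 4 (2725 and 2654). Its about 630 downregulated genes compare with 1368 here, closed by the adjusted p (814). In each case the settings not listed did not close the gap.

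Region-specific genes in Fig. 2C, read by eye, were about 2100 in the testis, against 9914 here, and no setting closed the gap. In the efferent ductules the paper's about 860 compare with 1971 here, closed by filterByExpr (1243) and by the comparison with each of the other 6 regions (793). Its about 400 in the initial segment compare with 856 here, closed by filterByExpr (591) and the comparison with each region (292). About 280 in the caput compare with 1071 here, closed by the comparison with each region (220). About 360 in the corpus compare with 931 here, and no setting closed the gap. About 270 in the cauda compare with 810 here, closed by filterByExpr (378) and the comparison with each region (201). About 510 in the vas deferens compare with 1001 here, closed by filterByExpr (746). The paper's supplementary table of region-specific genes holds 4822 in total, against 16554 here, and no setting closed the gap.

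The first 2 principal components hold about 37% and about 21% of the variance in Fig. 2A, read by eye, against 56.7 and 13.5% here. The first came within 1.5 times with log2(CPM + 0.1) (54.5%) and library size only (54.3%), and the second with library size only (15.2%) and without replicate 3 (14.0%). These values lay closer to the main ones than to the paper's, so the differences remained. The other settings did not come within 1.5 times.

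The paper lists Mapt among the genes that rise with age in the caput. Here Mapt was not called in the caput under any setting tried (log2 fold change -0.09, unadjusted p = 0.541), and was higher in the corpus (0.88), the region that its Figure 6 shows. The paper presents the expression of its region-specific markers as invariant with age, while Rnase13 was lower in the caput at 21 months here (log2 fold change -1.01). The heatmaps of DEGs in the paper group the libraries by age, while on all genes the first split was by age in 1 of 7 regions here. The paper names type 5 collagens among the genes lower with age, and Col5a3 in the efferent ductules had a log2 fold change of 0.08 here.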

Other observations

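The tests of the extracellular matrix list by groups of regions, of the Leydig cell list and of Supplementary Table S6 were chosen only after the result was seen.

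A lower share of stroma and vessels at 21 months would lower all their genes alike. The smooth muscle list rose in the efferent ductules while the extracellular matrix list fell, with a median log2 fold change of 0.23 (adjusted p = 0.0126, 0.0271 under fry), and the endothelium list was not called (0.15, adjusted p = 0.662), which argues against this explanation there. With library size only, the median of the smooth muscle list was -0.11 and the call was lost (adjusted p = 0.220), while that of the extracellular matrix list was -0.73. In the vas deferens the smooth muscle list rose (0.27, adjusted p = 0.00577) while the endothelium list fell with the extracellular matrix list (-0.39, adjusted p = 8.52e-05, 17 of 20 genes lower). Neither call held under fry (adjusted p = 0.271 and 0.133), and 17 and 13 of 35 splits gave a p as small, so a lower share of stroma stays open there. Both in the initial segment and the cauda it fell too, at -0.35 in the initial segment (adjusted p = 3.18e-07) and -0.49 in the cauda (adjusted p = 1.51e-11), and the endothelium list fell there as well, so a lower share of stroma could explain the fall in these regions. In the testis, caput and corpus, the smooth muscle list fell, at -0.19 in the testis (adjusted p = 5.64e-04), -0.52 in the caput (adjusted p = 2.83e-10) and -0.32 in the corpus (adjusted p = 0.00376), while the endothelium list was not called, and a lower share and a lower expression cannot be told apart there. In the corpus the call of smooth muscle was lost without 3-month replicate 1 (-0.26) or 2 (-0.22). Of the falls, that of the caput held under fry (adjusted p = 0.00732). A change of gene expression with age stays open in every region.

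The germ cell list was lower at 21 months in the initial segment, with a median log2 fold change of -2.15, or -1.78 with genes at 3 counts or fewer at their bound (adjusted p = 5.09e-22, 39 of 40 genes lower). After adjusting p over the list alone, 37 genes were downregulated, and over all genes 30. It held under fry (adjusted p = 0.0319), and 3 of 35 splits gave a p as small. Testis tissue carried over into the 3-month initial segment would bring Leydig cell genes along. The Leydig cell list had a median of -0.49 there, or -0.08 with bounds, with an adjusted p of 0.0589, and 0.0139 under fry, and it passed without 21-month replicate 4 (adjusted p = 0.0492). Because the germ cell genes dominate the testis and the Leydig genes have a level of their own in the epididymis, carry-over and a loss of germ cell transcripts with age cannot be told apart. The germ cell list was also lower in the caput (-0.34, adjusted p = 0.0133), higher in the corpus (0.28, adjusted p = 0.00505) and the vas deferens (0.76, or 0.72 with bounds, adjusted p = 0.00281), and unchanged in the testis (0.00, adjusted p = 0.961) and the cauda (-0.04, adjusted p = 0.975). It was 1.41 in the vas deferens without 3-month replicate 2 and 0.39 without 21-month replicate 3. The Leydig cell list was called in no region with camera, and higher in the vas deferens under fry (adjusted p = 0.0123) and without 21-month replicate 4 (0.23).

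The adipocyte list was lower in the efferent ductules (-0.96, adjusted p = 4.15e-07), the corpus (-1.03, adjusted p = 2.13e-05), the cauda (-1.66, or -1.12 with bounds, adjusted p = 0.00277) and the vas deferens (-0.82, or -0.92 with bounds, adjusted p = 0.0416), and the first of these held under fry (adjusted p = 0.0394). Of 21, 19, 20 and 21 genes, 18, 16, 17 and 14 were lower. With p adjusted over all genes, 10, 6, 0 and 3 were downregulated. Of the 35 splits, 5, 13, 11 and 22 gave a p as small in the same order. Fat left on some pieces of the efferent ductules would make libraries of one age differ widely, and the largest ratio between libraries of 1 age was 2.40, below what was set beforehand for that explanation. The median in the corpus was -0.47 without 3-month replicate 3. In the cauda it was -0.93 without 3-month replicate 3 and -0.66, not called, without 3-month replicate 1. Its value in the vas deferens was -1.47 without 21-month replicate 1, and the call was lost without 21-month replicate 2 (-0.86), 21-month replicate 4 (-0.54), 3-month replicate 1 (-0.58) or 3-month replicate 3 (-0.79). It was called in the initial segment without 3-month replicate 2 (-0.37) and in the caput without 3-month replicate 4 (-0.45).

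The skeletal muscle list was lower in the cauda (-1.95, adjusted p = 4.31e-10, 21 of 21 genes lower, 20 downregulated with p adjusted over the list alone and 0 over all genes, where 2704 genes had an unadjusted p under 0.05). If muscle in 1 library were the source, leaving out that library would remove it, and the weakest median with 1 library left out was -1.504, without 3-month replicate 1, which argues against it. The call did not hold under fry, and 4 of 35 splits gave a p as small. In the caput it was lower too (-0.46, adjusted p = 0.0373), a call that held under fry (adjusted p = 0.0153) and was lost without 21-month replicate 2 (-0.44), 21-month replicate 3 (-0.60), 3-month replicate 1 (-0.54) or 3-month replicate 2 (-0.36).

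The proliferation list was lower in the efferent ductules (-1.02), initial segment (-0.59), caput (-0.53), corpus (-0.35) and cauda (-0.54), with 20, 20, 17, 15 and 19 of 20 genes lower, and the calls in the efferent ductules, caput and corpus held under fry (adjusted p = 0.00912, 0.0457 and 0.0457). The median in the cauda was -0.32 without 3-month replicate 3. For the vas deferens (-0.17) it was called without 21-month replicate 4 (-0.30) or 3-month replicate 1 (-0.21). The interferon response list was higher in the vas deferens (0.73, adjusted p = 1.01e-05, 30 of 30 genes higher, 18 upregulated with p adjusted over the list alone and 11 over all genes) and the efferent ductules (0.20, adjusted p = 0.0309). Neither held under fry, and 15 and 20 splits of 35 gave a p as small. The median in the vas deferens was 0.36 without 21-month replicate 4, and in the efferent ductules it was -0.02 without 21-month replicate 1 and 0.36 without 21-month replicate 4. In the testis it was -0.06.

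In Supplementary Table S6, FPKM values of 20 testis genes differ between the ages by log2 ratios from -2.57 to 2.49, the paper's values, while the counts give log2 fold changes from -0.20 to 0.13 for the same genes. If the 21-month columns held another sample, they would correlate better with another library. Of 18 columns tested, 18 correlated best with the library of the same name, which argues against it. In the paper's values, the largest at 21 months were 5308 for Odf1 and 4312 for Gapdhs. The largest at 3 months were close to these but on other genes, with 5120 for Prm1 and 4016 for Prm2. The correlations ran over the listed genes of all regions, so they cannot tell whether values changed places among the testis genes. What makes the values differ was not tested.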
